# Transcriptional Profiling of Monocytes Deficient in Nuclear Orphan Receptors *NR4A2* and *NR4A3* Reveals Distinct Signalling Roles Related to Antigen Presentation and Viral Response

**DOI:** 10.3389/fimmu.2021.676644

**Published:** 2021-06-25

**Authors:** David E. Phelan, Masahiko Shigemura, Sarah Aldhafiri, Catarina Mota, Thomas J. Hall, Jacob I. Sznajder, Evelyn P. Murphy, Daniel Crean, Eoin P. Cummins

**Keywords:** NR4A, NR4A2, NR4A3, nuclear orphan receptor, nuclear receptor, monocytes, cell signalling, transcriptomics

## Abstract

The nuclear receptor sub-family 4 group A (NR4A) family are early response genes that encode proteins that are activated in several tissues/cells in response to a variety of stressors. The NR4A family comprises *NR4A1*, *NR4A2* and *NR4A3* of which *NR4A2* and *NR4A3* are under researched and less understood, particularly in the context of immune cells. NR4A expression is associated with multiple diseases e.g. arthritis and atherosclerosis and the development of NR4A-targetting molecules as therapeutics is a current focus in this research field. Here, we use a combination of RNA-sequencing coupled with strategic bioinformatic analysis to investigate the down-stream effects of *NR4A2* and *NR4A3* in monocytes and dissect their common and distinct signalling roles. Our data reveals that *NR4A2* and *NR4A3* depletion has a robust and broad-reaching effect on transcription in both the unstimulated state and in the presence of LPS. Interestingly, many of the genes affected were present in both the unstimulated and stimulated states revealing a previously unappreciated role for the NR4As in unstimulated cells. Strategic clustering and bioinformatic analysis identified both distinct and common transcriptional roles for *NR4A2* and *NR4A3* in monocytes. *NR4A2* notably was linked by both bioinformatic clustering analysis and transcription factor interactome analysis to pathways associated with antigen presentation and regulation of MHC genes. *NR4A3* in contrast was more closely linked to pathways associated with viral response. Functional studies further support our data analysis pointing towards preferential/selective roles for *NR4A2* in the regulation of antigen processing with common roles for *NR4A2* and *NR4A3* evident with respect to cell migration. Taken together this study provides novel mechanistic insights into the role of the enigmatic nuclear receptors NR4A2 and NR4A3 in monocytes.

## Introduction

The nuclear receptor sub-family 4 group A (NR4A) family are early response genes that are activated in response to a variety of stimuli and stressors (1, 2). There are 3 genes in this family: *NR4A1* (*Nur77*, *TR3*, *NGFI-B*), *NR4A2* (*Nurr1*), and *NR4A3* (*Nor1*). They have relatively wide tissue specificity, with generally low RNA levels and varying levels of protein detected in a wide range of tissues/cells. Of the 3 family members, *NR4A1* is perhaps the most widely studied followed by *NR4A2*, with *NR4A3* being the least investigated. NR4A expression is associated with a number of pathologies e.g. arthritis (3–6), T cell dysfunction (7), fibrosis (8), atherosclerosis (9) and cancer (10, 11). Furthermore, over the last decade NR4A receptors have become targets for pharmacological intervention. This approach is in its infancy, but the role of these agonists/antagonists is consistently developing (12, 13).

There is a high degree of sequence homology and structural similarity between the different NR4A family members. Structural elements include a ligand-independent activation-function 1 (AF-1) transactivation domain in the N-terminal region, a zinc finger containing DNA-binding domain, a ligand binding domain, and a ligand-dependent AF-1 domain (13). The ligand binding domain of the NR4As is different to that of other nuclear receptors with tightly packed hydrophobic residues present instead of traditional ligand-binding domain (LBD) of other nuclear receptors. These relatively inaccessible ligand binding pockets led to the NR4As being described as nuclear orphan receptors due to the absence of a known endogenous ligand. More recently however, de Vera et al. have established that the LBD of NR4A2 is dynamic and can exchange between conformations allowing the binding of unsaturated fatty acids (14). Additionally, a range of structurally diverse synthetic compounds have been identified as interacting with the ligand binding domain of NR4A1 acting as agonists or antagonists. Additional ligands have been discovered for NR4A2 and NR4A3 (15). In the absence of endogenous ligands, the most common mechanisms through which the transcriptional activity of NR4A family members are known to be regulated are changes in mRNA levels and post-translational modifications, specifically phosphorylation and SUMOylation (16–19). The NR4As are known to function as transcriptional regulators by binding directly to specific DNA sequences in the promoter regions of target genes. In addition, the NR4As play a role as co-factors by forming transcriptional regulatory complexes with other proteins to modulate gene expression without directly binding DNA. As monomers, the NR4As bind to the NGFI-B response element (NBRE) sequence (AAAGGTCA) (13). As homodimers or NR4A1/NR4A2 – heterodimers (not NR4A3) the NR4As can additionally bind to the palindromic Nur-response element (TGATATTTACCTC CAAAATCCA) (20–22). NR4A1 and NR4A2 (but not NR4A3) can additionally heterodimerise with retinoid X receptors to bind DR5 elements. Taken together the NR4As can affect transcription directly *via* binding DNA as monomers, homodimers, and heterodimers as well as through co-factor activity with other transcriptional regulators to modulate the expression of genes involved in key cellular functions including inflammation, cell survival and proliferation (23).

Given the sequence and structural similarity of NR4A family members one would anticipate a strong degree of concordance between genes regulated by the NR4A. While there is evidence that this is the case for certain genes in specific cell types, there is also evidence to suggest that individual NR4A family members have unique signalling roles. The relative contribution of individual NR4A family members to gene expression is influenced by the relative expression and subcellular localisation of NR4A family members in individual cell and tissue sub-types but is also likely influenced by the physiological function and local microenvironment of that cell or tissue. NR4A1-3 stimulus- and cell context-dependent activities are further due, in part, to their selective interaction with other factors. Review of the NR4A1-3 interactome highlights that, while each family member interacts with a wide range of factors, they share a limited number of common factors thus contributing to unique cellular functions (24, 25). Specifically, NR4A2 and NR4A3 have been implicated in the regulation of inflammatory signalling in numerous studies (26–31). However, to date unbiased transcriptomic approaches have yet to be performed on myeloid cells in order to directly compare and contrast what pathways are regulated by NR4A2 and NR4A3 in both the stimulated and unstimulated state. In this study we use a combination of RNA-sequencing coupled with strategic bioinformatic analysis to investigate the down-stream effects of NR4A2 and NR4A3 depletion in monocytes and dissect their common and distinct signalling roles in these cells.

## Materials and Methods

### Cell Culture

shNT, shNR4A2 and shNR4A3 THP-1 cells previously generated (28) were maintained in RPMI 1640 + Glutamax, (supplemented with 10% FBS, 1% P/S, and 2.5μg/ml puromycin) in a humidified incubator (37°C, 5% CO_2_). Experiments were performed in RPMI media as above or buffered DMEM media (Per 500ml media: 445ml DMEM solution (Sigma Aldrich D1152), 5ml P/S, 50ml FCS, 1.23g NaHCO_3_, 0.71g NaCl) supplemented with 10% FBS, 1% P/S.

### RNA-Seq

The appropriate number of shNT, shNR4A2 and shNR4A3 THP-1 cells were counted, centrifuged at 1,200rpm (290xg) and the supernatant was removed. Cells were transferred to an environmental gas chamber (37°C, 5% CO_2_) and resuspended in buffered DMEM media supplemented with 10% FBS, 1% P/S. at a concentration of 750,000 cells/ml. Cells were incubated for 2 hours. LPS-stimulated cells were treated with 2.5μg/ml LPS (Invivogen) for a further 2 hours. After a total of 4 hours, all cells were collected and total mRNA was extracted using the Omega EZNA Total RNA Kit I, as per the manufacturer’s instructions.

RNA quality was assessed by bioanalyser (Agilent Technologies) ensuring a RIN number of >8. Qubit results also ensured a RIN score >9.5 for all samples. cDNA library preparation was performed with polyA selection using Illumina HiSeq, 2x150bp configuration, single index, per lane. ~350M raw paired-end reads per lane. Library preparation and sequencing were performed by Genewiz (Germany). Sequencing data was analysed using DESeq2 (32). Initial GO analysis was performed using GeneSCF v1.1-p2 to generate GO graphs where a Fisher Exact test was used to determine p-values (**Figures 1** **–** **4**).

**Figure 1:**
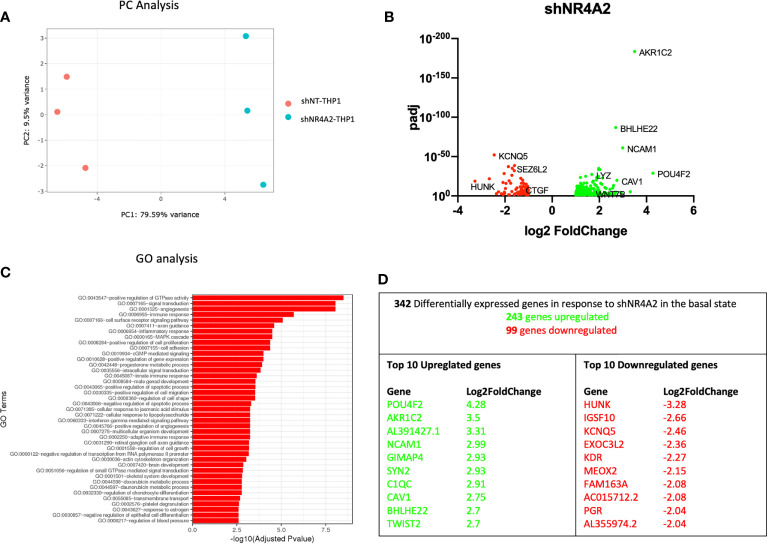
Knockdown of *NR4A2* has a distinct transcriptional profile in the basal state. Principal component analysis (PCA) plot of transduced cells based on RNA-seq data between shNT and shNR4A2 cells **(A)**. Volcano plot of significant DEGs (p<0.05) upregulated (log2fc>/=1) (green) or downregulated (log2fc</=-1) (red) by knockdown of *NR4A2* in THP-1 cells based on RNA-seq data **(B)**. Top gene ontology (GO) terms associated with knockdown of *NR4A2* in THP-1 cells based on RNA-seq data **(C)**. Summary table of significant DEGs upregulated (green) and downregulated (red) by knockdown of *NR4A2* in THP-1 cells based on RNA-seq data **(D)**.

**Figure 2:**
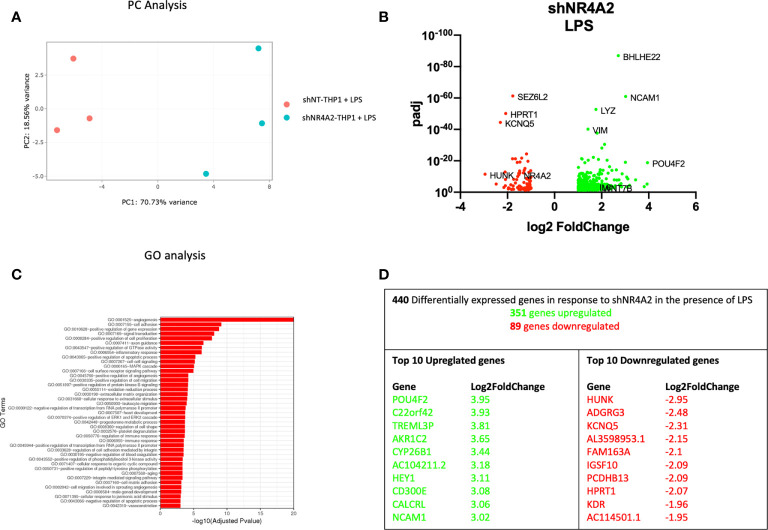
Knockdown of *NR4A2* has a distinct transcriptional profile in the presence of LPS. Principal component analysis (PCA) plot of transduced cells based on RNA-seq data between shNT and shNR4A2 cells in the presence of LPS **(A)**. Volcano plot of significant DEGs (p<0.05) upregulated (log2fc>/=1) (green) or downregulated (log2fc</=-1) (red) by knockdown of *NR4A2* in THP-1 cells in the presence of LPS based on RNA-seq data **(B)**. Top gene ontology (GO) terms associated with knockdown of *NR4A2* in THP-1 cells in the presence of LPS based on RNA-seq data **(C)**. Summary table of significant DEGs upregulated (green) and downregulated (red) by knockdown of *NR4A2* in THP-1 cells in the presence of LPS based on RNA-seq data **(D)**.

**Figure 3:**
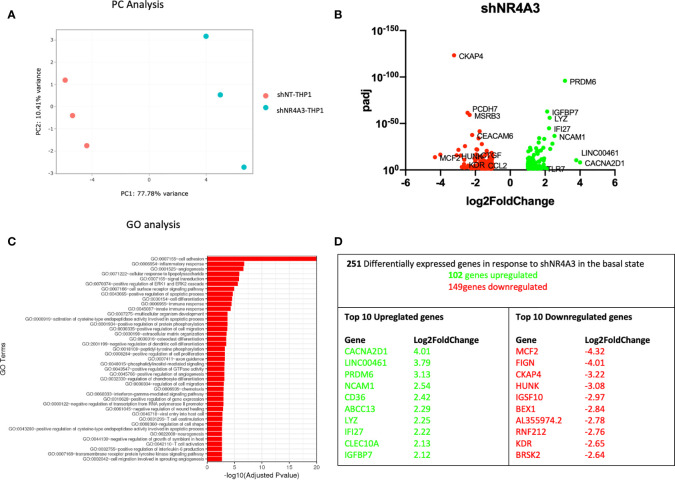
Knockdown of *NR4A3* has a distinct transcriptional profile in the basal state. Principal component analysis (PCA) plot of transduced cells based on RNA-seq data between shNT and shNR4A3 cells **(A)**. Volcano plot of significant DEGs (p<0.05) upregulated (log2fc>/=1) (green) or downregulated (log2fc</=-1) (red) by knockdown of *NR4A3* in THP-1 cells based on RNA-seq data **(B)**. Top gene ontology (GO) terms associated with knockdown of *NR4A3* in THP-1 cells based on RNA-seq data **(C)**. Summary table of significant DEGs upregulated (green) and downregulated (red) by knockdown of *NR4A3* in THP-1 cells based on RNA-seq data **(D)**.

**Figure 4:**
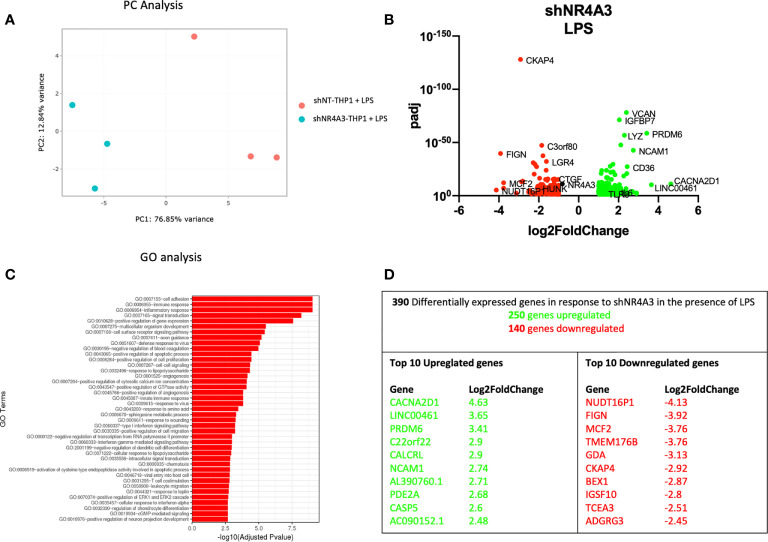
Knockdown of *NR4A3* has a distinct transcriptional profile in the presence of LPS. Principal component analysis (PCA) plot of transduced cells based on RNA-seq data between shNT and shNR4A3 in the presence of LPS cells **(A)**. Volcano plot of significant DEGs (p<0.05) upregulated (log2fc>/=1) (green) or downregulated (log2fc</=-1) (red) by knockdown of NR4A3 in THP-1 cells in the presence of LPS based on RNA-seq data **(B)**. Top gene ontology (GO) terms associated with knockdown of *NR4A3* in THP-1 cells in the presence of LPS based on RNA-seq data **(C)**. Summary table of significant DEGs upregulated (green) and downregulated (red) by knockdown of *NR4A3* in THP-1 cells in the presence of LPS based on RNA-seq data **(D)**.

### RNA-Seq Data Analysis

Significant differentially expressed genes (DEGs) were determined as any genes from the deseq2 workflow, which had an adjusted p -value (padj) <0.05 (**Supplementary Data Tables 1**–**4**). To compare across multiple groups and identify sub clusters of shNR4A2 and shNR4A3 specific genes, nested comparisons were performed. Nested comparisons were completed by cross referencing lists of DEGs from pairwise comparisons to generate secondary lists of either common or specific DEGs. Gene ontology (GO) analysis was performed on each list of DEGs (resulting from pairwise and nested comparisons) (**Supplementary Data Tables 11**–**13**). This analysis was completed by the PANTHER Classification system (pantherdb.org) using statistical overrepresentation tests. The background reference list for these comparisons was generated by compilation of all genes expressed to any degree in any of the experimental conditions (raw TPM values). Raw data from the RNA-seq experiment is displayed as mean TPM (+/-SEM) in order to best visualise expression changes between several groups. Statistical comparisons between individual groups used DESeq2 analysis of normalised counts. The adjusted p-values for specific comparisons are shown in tabular form beneath the TPM data in main figures and **Supplementary Data**. Where an adjusted p-value is not available it is denoted N/A, when an adjusted p-value could not be calculated it is denoted as NA.

### Western Blot

The appropriate number of THP-1 cells were counted, centrifuged at 1,200rpm (290xg) and the supernatant was removed. Cells were resuspended in RPMI media supplemented with 10% FBS, 1% P/S. Cells were incubated for 2 hours in a humidified incubator (37°C, 5% CO_2_) before being stimulated +/- 2.5μg/ml LPS (Invivogen) for up to 24 hours. After a total of 26 hours, all cells were collected, lysed in whole cell lysis buffer (0.02M Tris, 0.15M NaCl, 0.001M MgCl_2_, 1% Triton-X). Protein was quantified by DC Protein Assay (Bio-Rad) and electrophoresed on 8% SDS PAGE gel followed by transfer to nitrocellulose membranes (GE Healthcare). Protein expression levels were measured by Western blot analysis using specific antibodies for NR4A2 (Invitrogen MA1-195) and β-actin (Sigma A5441) Briefly, nitrocellulose membranes were blocked in blocking buffer (1X Tris Buffered Saline with Tween-20 (0.1%) (TBST) containing 5% w/v skimmed milk) and incubated with primary antibodies overnight at 4°C in blocking buffer. Nitrocellulose membranes were washed 5 times for 10 min with 1× TBST and subsequently incubated for 1 h with HRP- conjugated anti-mouse secondary antibodies (Cell Signaling Technology, 7076S) diluted in blocking buffer at room temperature. Membranes were washed again as described followed by signal detection using an enhanced chemiluminescent substrate (Thermo Scientific, 32106) followed by exposure of the membrane to x-ray films in a dark room.

### Quantitative Polymerase Chain Reaction (qPCR)

The appropriate number of wild-type THP-1 cells were counted, centrifuged at 1,200rpm (290xg) and the supernatant was removed. Cells were resuspended in buffered DMEM media supplemented with 10% FBS, 1% P/S. Cells were incubated for 2 hours in a humidified environmental chamber (37°C 5% CO_2_). LPS-stimulated cells were then treated with 2.5μg/ml LPS (Invivogen) for up to 6 hours (**Figure S1**). After a total of 8 hours, all cells were collected and total mRNA was extracted using the Omega EZNA Total RNA Kit I, as per the manufacturer’s instructions. RNA samples were diluted in nuclease free water. 10X DNase I Reaction Buffer 1 U/µl DNase I, Amp Grade were added to each tube (Invitrogen, 18068-015). The tubes were incubated for 15 min at 20°C in a thermocycler. 25 mM stock EDTA solution was added to each reaction mixture to inactivate the DNase I, and samples were heated to 65°C for 10 min. Random primer mix (Invitrogen, 48190-011) was added to each tube and the tubes were heated to 70°C for 5 mins, then immediately cooled on ice. M-MLV 5X Reaction Buffer, 10 mM stock dNTP Mix (Bioline, BIO-39044), and M-MLV Reverse Transcriptase (Promega, M170A) were next added. cDNA was synthesised by heating to 37°C for 60 mins. cDNA was stored at -20°C. qRT-PCR was performed using SYBR Green Master Mix (Applied Biosystems) or Taqman Master Mix (Applied Biosystems) and on an ABI 7300 thermocycler (Applied Biosystems). Primer pair sequences used are as follows: β-actin (F: CGACAGGATGCAGAAGGAGA, R: CATCTGCTGGAAGGTGGACA), NR4A1 (F: GTTCTCT GGAGGTCATCCGCAAG, R: GCAGGGACCTTGAGAAG GCCA), NR4A3 (F: CCAAGCCTTAGCCTGCCTGTC, R: AGCCTGTCCCT TACTCTGGTGG). Taqman arrays were used for β-actin and NR4A2 (Applied Biosciences) Relative expression/abundance levels of target gene transcripts were determined using the ΔΔCT method with β-actin as the housekeeping gene. Relative quantification of genes (RQ) is expressed as a fold change over unstimulated control.

### Fluorescent Bead Association Assay

shNT, shNR4A2 and shNR4A3 THP-1 (200,000 cells, in 200µl media per 96 well) were cultured in RPMI media and treated with 1μg/ml LPS for 2hrs followed by addition of 1µm fluorescent beads (Invitrogen, Molecular Probes™, F8819) for a further 2hrs. Plates were then centrifuged at 1,400 rpm for 5 minutes, followed by media removal. The cells were then washed in 200µl PBS, followed by centrifugation and another wash with PBS as described. The cells were then re-suspended in 200µl PBS and analysed for beads association using a fluorescent spectrometer (Molecular Devices, Spectra M2) (Ex535:Em575). A standard curve was generated using known bead quantities and their respective fluorescent value. The number of beads associated with the cells was then extrapolated using the standard curve.

### Cell Migration Assay

shNT, shNR4A2 and shNR4A3 THP-1 cells were cultured in RPMI media and treated with 100ng/ml LPS and untreated controls for 22hrs. Following this, the cells were removed by centrifugation (1,500 rpm for 5 minutes) and conditioned media (600µl) was then removed and incubated +/- anti-MCP1 antibody (2ng/ml) (Biolegend, clone 5D3-F7) for approximately 1hr before being placed in the bottom chamber of a 6.5mm Transwell with 5µm pore polycarbonate membrane insert (Corning^®^ Transwell^®^, CLS3421). 200,000 ‘normal’ THP-1 cells were then placed in the upper chamber in a volume of 100µl media and incubated for 2hrs in a tissue culture incubator. Migrated cells were identified by fixation by placing the inserts in ice-cold pure methanol (MeOH) for 10 minutes, followed by staining using 0.5% crystal violet made up in 25% MeOH. 3 separate fields of view were counted for stained cells at x10 magnification using an inverted microscope and averaged per n number. Microscopic images are representative of each treatment.

### Bioinformatic Analysis

Transcription factor interactome analysis was performed on the Metacore platform (MetaCore+MetaDrug^®^ version 20.3 build 70200) using the list of DEGs obtained by a fold change cut off of 1.4 with a padj < 0.05 (33). Transcription factors were not directly measured in our data but inferred from gene expression signatures based on unbiased predictive analysis of known upstream regulators of DEGs. The transcriptional regulators of DEGs were ranked by *Z*-score cut-off of 2.0 with a padj <0.05.

Selected promoters were examined for the presence of NBREs and NurREs. First, a 5kb region upstream of 8 genes of interest (*ACKRIC2, HLA-F, NCAM1, IFI27, POU4F2, HUNK, CACNA2D1, MCF2*) 1 positive control containing an NBRE (*CCL20*) and 3 negative controls (*TNF, IL-6* and *CCL2*) was extracted using the NCBI genome data and selection viewer. Then, each of these regions were examined for the presence of NBRE and NurRE sequences using a custom NCBI BLAST pairwise comparison (34) and the EMBOSS needle pairwise nucleotide sequence aligner (35). For NBRE detection, only alignments that contained either 100% query coverage, or was missing the first or last arginine in the alignment, was considered indicative of the presence of an NBRE site. For NurRE alignments, the EMBOSS needle scores were reported for each alignment.

### Statistical Analysis

The Wald test was used to generate p-values and log2 fold change values from RNAseq data. For **Figures 1**–**4**, genes with an adjusted p-value < 0.05 and log2 fold change > 1/<-1 were defined as differentially expressed genes. For **Figures 5** and **S2**–**S4**, genes with an adjusted p-value < 0.05 were defined as differentially expressed genes.

**Figure 5:**
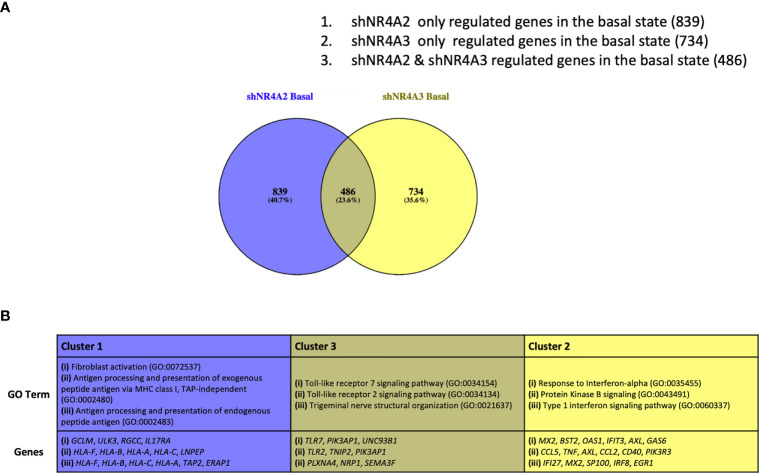
Analysis of gene clusters regulated by *NR4A2* alone, *NR4A3* alone and by both *NR4A2* and *NR4A3*. Venn diagram outlining clusters of genes regulated by *NR4A2* alone (cluster 1), *NR4A2* and *NR4A3* (cluster 2) and *NR4A3* alone (cluster 3) from RNA-seq analysis using a threshold of p-adj </=0.05 for statistical significance **(A)**. Table describing the top 3 most enriched GO terms in genes associated with clusters 1-3 (top panel) in addition to the statistically significantly expressed genes in those clusters associated with the GO terms (bottom panel) **(B)**.

Enrichment of gene ontology terms was tested using Fisher exact test [GeneSCF v1.1-p2 for **Figures 1**–**4**, PANTHER Overrepresentation Test (Released 20200728) for **Figure 7** and **Figures S2**–**S4**]. Statistical analysis for **Figure 6** was performed using 2-way ANOVA (assuming sphericity) followed by Sidak’s multiple comparisons test (A&B). Statistical analysis for **Figures S1A–C** was performed using ordinary 1-way ANOVA followed by Dunnett’s multiple comparison test. * denotes p-value </= 0.05, ** denotes p-value of </= 0.01, **** denotes p-value </= 0.0001.

**Figure 6:**
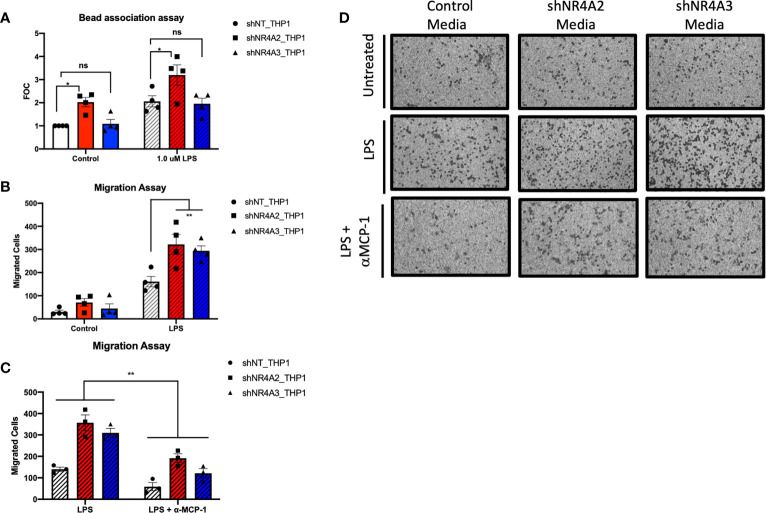
Knockdown of *NR4A2* but not *NR4A3* increases bead association, while knockdown of either *NR4A2* or *NR4A3* increases cell migration. Knockdown of NR4A2 selectively promotes antigen presentation while cell migration is comparably enhanced by loss of NR4A2 or NR4A3. Fluorescent bead association assay in which shNT THP-1 cells, *NR4A2* and *NR4A3* depleted cells were treated +/-1μg/ml LPS for 2hrs followed by addition of 1 μm fluorescent beads source for a further 2hrs. Fluorescence was measured at 535/575 nm. Results expressed as fold over control (FOC) (unstimulated shNT-THP-1) for n= 4 independent experiments **(A)**. Cell migration assay in which shNT-THP-1 cells were exposed for 2hrs to conditioned media from shNT-THP1, *NR4A2* and *NR4A3* depleted cells +/- 100ng/ml LPS (22hrs). Results expressed as migrated cells for n=4 independent experiments **(B)**. Cell migration assay in which shNT-THP-1 cells were exposed for 2hrs to conditioned media from shNT-THP1, *NR4A2* and *NR4A3* depleted cells + 100ng/ml LPS (22hrs). Prior to migration assay conditioned media was treated +/- an anti-MCP1 neutralising antibody (2ng/ml) for approximately 1hr. Results expressed as migrated cells for n=3 independent experiments **(C)**. Note data from non-antibody treated media is also included as part of **(B)** Representative images (10X magnification) of migrated cells +/- LPS, +/- anti-MCP-1 fixed to transwell inserts shown in **(D)**. Statistical analysis (A, B & C) was performed using 2-way ANOVA (assuming sphericity) followed by Sidak’s multiple comparisons test (A&B). **p</= 0.01; ns, p > 0.05.

## Results

### *NR4A* Expression and Depletion in THP-1 Monocytes

To assess the function of the nuclear receptors NR4A2 and NR4A3 in human monocytes, we used stable knockdown lines in THP-1 cells. 

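RNA was sequenced from THP-1 cells, a human monocytic leukaemia line, that carried a short hairpin RNA without a target (shNT) or one against NR4A2 (shNR4A2) or NR4A3 (shNR4A3). Each line was left unstimulated (control) or treated with LPS at 2.5 μg/ml for 2 h, and each of the 6 groups was sequenced as 3 libraries, 18 in all. The libraries were made from polyadenylated RNA and read from both ends. For each library the authors deposited the whole-number count of reads on each of 57500 Ensembl genes, without normalization, with each gene's GRCh38 position and the length in bases of its merged exons. Between 16171161 and 23929138 reads per library were counted on genes, with a median of 19639071. The 3 totals ran from 17132910 to 21068626 (median 19654525) in shNT control cells and from 20187892 to 21602737 (median 20425843) in shNT cells with LPS. In shNR4A2 cells they ran from 19004435 to 23929138 (median 22046231) without LPS and from 17361839 to 20035677 (median 19623617) with LPS. In shNR4A3 cells they ran from 16566072 to 18039169 (median 17694355) without LPS and from 16171161 to 21004337 (median 19151880) with LPS. A gene was detected in at least 1 library for 46226 of the genes, and 11274 had no count in any library. From these counts, TPM was computed per library by dividing by the deposited length and scaling to the same sum, and is given as mean ± SD of 3 libraries. Groups were compared in pairs with edgeR, after its filter on low counts and TMM normalization, by the quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called differentially expressed at the paper's limits, an adjusted p under 0.05 with or without at least a 2-fold change. For a single gene, 3 libraries against 3 allow no exact 2-sided permutation p under 0.1, which is reached when the groups do not overlap, and chance alone separates the groups in 10% of genes.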

*NR4A1*, *NR4A2* and *NR4A3* RNA expression levels were determined in the presence and absence of LPS. Relatively low Transcripts Per Million (TPM) value (0-10) of each transcript were detected in the basal/unstimulated stated. 

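In unstimulated shNT cells, NR4A1 (ENSG00000123358, chromosome 12, 52022832 to 52059507) had 7.53 ± 1.41 TPM (SD, n = 3), with 9.08, 7.16 and 6.33 in the 3 libraries. NR4A2 (ENSG00000153234, chromosome 2, 156324432 to 156342348) had 3.69 ± 0.743 TPM and NR4A3 (ENSG00000119508, chromosome 9, 99821855 to 99866891) had 0.587 ± 0.0940 TPM (SD, n = 3 each). All positions are on GRCh38. NR4A3 rests on few reads here, 58 counts over the 3 libraries, while every library kept the order of NR4A1 above NR4A2 above NR4A3.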

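With LPS, shNT cells had 18.1 ± 4.13 TPM of NR4A1, 62.7 ± 11.7 TPM of NR4A2 and 31.7 ± 0.708 TPM of NR4A3 (SD, n = 3 each). The log2 fold change with LPS by edgeR's quasi-likelihood test was 1.48 (standard error 0.170, adjusted p = 1.95e-05) for NR4A1, 4.29 (standard error 0.156, adjusted p = 8.02e-11) for NR4A2 and 5.98 (standard error 0.147, adjusted p = 1.32e-12) for NR4A3. For all 3 genes every LPS library lay above every control library (exact permutation test, 2-sided, p = 0.1, the smallest that 3 against 3 allow).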

In the presence of LPS, *NR4A2* and *NR4A3* levels were markedly enhanced, with *NR4A1* being more modestly increased (**Figures 7A–C**). *NR4A1-3* expression increases transiently in response to LPS, peaking after 2-4 hrs of LPS stimulation before dropping at 6hrs (**Figures S1A–D**). Previous work in our laboratory has characterised, albeit not extensively, the shNR4A2 and shNR4A3 cells used within this study (28, 30). These cells display a phenotype congruent with numerous published works using myeloid cells depleted of NR4A2/3 or overexpressing NR4A2/3 (36, 37). In order to compare and contrast the global impact of NR4A2 and NR4A3 on monocytes we used three stable cell lines. shNT-THP1 as our control cell in addition to cells transduced with shNR4A2 and shNR4A3 respectively. The efficacy of the lentiviral knockdown of *NR4A2* and *NR4A3* has been demonstrated using western blot previously (30). Here we validate using RNA-seq quantification. 

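The transcripts targeted by the hairpins were lower in the lines named for them. With LPS, the 3 shNR4A2 libraries had 20.5, 28.3 and 14.8 TPM of NR4A2 against 62.2, 74.7 and 51.2 in the shNT libraries, a mean reduction of 66.2%. The 3 shNR4A3 libraries with LPS had 17.0, 18.2 and 16.6 TPM of NR4A3 against 30.9, 32.3 and 31.9 in shNT cells, a mean reduction of 45.5%. Without LPS, NR4A2 was 1.95 ± 0.402 TPM in shNR4A2 cells, a reduction of 47.1% from shNT cells, and NR4A3 was 0.0989 ± 0.0636 TPM in shNR4A3 cells, a reduction of 83.1% that rests on 9 counts against 58 over 3 libraries each. In each of these comparisons every knockdown library lay below every shNT library (exact permutation test, 2-sided, p = 0.1 each).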

Using raw TPM values, we observed a 66% reduction in *NR4A2* with shNR4A2 in the presence of LPS and a 49% reduction in *NR4A3* with shNR4A3 in the presence of LPS. These reductions were highly statistically significant (Padj 6.73 E-12 and 8.2E-10 for *NR4A2* knockdown and *NR4A3* knockdown respectively. 

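By edgeR's quasi-likelihood test the log2 fold change of NR4A2 in shNR4A2 cells with LPS was -1.52 (standard error 0.192, adjusted p = 0.00265), and that of NR4A3 in shNR4A3 cells with LPS was -0.82 (standard error 0.0799, adjusted p = 0.000556). Without LPS, NR4A2 had a log2 fold change of -0.91 (standard error 0.228, adjusted p = 0.0359) and NR4A3 one of -2.47 (standard error 0.499, adjusted p = 0.00767). The call of NR4A2 without LPS was lost with shNT control replicates 1 or 3 or shNR4A2 control replicates 1 or 2 left out (adjusted p between 0.0728 and 0.124), and DESeq2 gave NR4A3 without LPS no adjusted p. Each hairpin's effect on the other transcript was not called by edgeR, with NR4A3 at 0.68 (standard error 0.346, adjusted p = 0.292) in shNR4A2 cells and NR4A2 at -0.29 (standard error 0.212, adjusted p = 0.494) in shNR4A3 cells without LPS, and with NR4A3 at 0.16 (standard error 0.0962, adjusted p = 0.377) and NR4A2 at -0.36 (standard error 0.156, adjusted p = 0.198) with LPS. The last of these passed the limit with the replicate number as a block (adjusted p = 0.00132), without a filter on low counts (adjusted p = 0.0109) and with shNR4A3 LPS replicate 2 left out (adjusted p = 0.0234).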

Knockdown of *NR4A2* or *NR4A3* was without an obvious or significant effect on *NR4A1* expression (**Figure 7D**). 

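NR4A1 had 6.86 ± 1.13 TPM in shNR4A2 cells and 5.83 ± 2.27 TPM in shNR4A3 cells without LPS, and 15.1 ± 2.11 and 18.2 ± 1.64 TPM with LPS (SD, n = 3 each). Its log2 fold changes against shNT cells by edgeR were -0.14 (standard error 0.179, adjusted p = 0.728) and -0.34 (standard error 0.216, adjusted p = 0.412) without LPS and -0.21 (standard error 0.158, adjusted p = 0.486) and 0.06 (standard error 0.144, adjusted p = 0.836) with LPS, so that none passed the limit. From the reductions in NR4A2 and NR4A3 and the level of NR4A1, the paper concludes that the hairpins deplete their own targets without a significant effect on NR4A1 (Figure 7D).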

Previous work from our laboratory has shown a consistent loss of NR4A2 and NR4A3 protein expression in shNR4A2 and shNR4A3 cells in response to LPS compared to shNT (28, 30).

**Figure 7:**
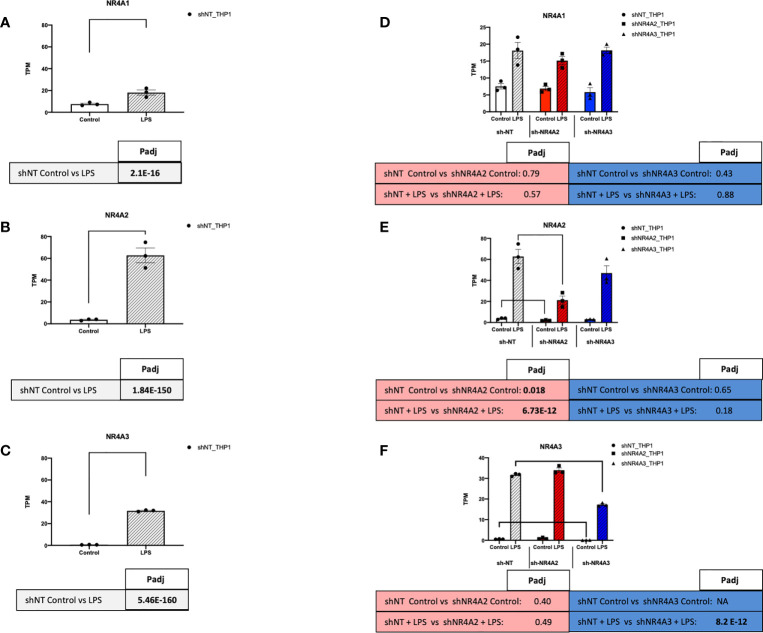
NR4A expression and depletion in THP-1 monocytes. RAW TPM values (mean +/- SEM) extracted from RNA-seq for *NR4A1* **(A)** *NR4A2* **(B)** and *NR4A3* **(C)** in shNT-THP1 cells in the control (unstimulated state) and following LPS treatment (2.5μg/ml for 2hrs) all shown on common axis. RAW TPM values extracted from RNA-seq for *NR4A1* **(D)** *NR4A2* **(E)** and *NR4A3* **(F)** in shNT-THP1 cells, shNR4A2-THP1 cells and shNR4A3-THP1 cells in the control (unstimulated state) and following LPS treatment (2.5μg/ml for 2hrs). N=3 independent experiments. Adjusted p-values (Padj) for specific comparisons are contained in the tables below the TPM data. Statistically significant Padj are denoted in bold font. Comparisons between shNR4A2 cells and control are denoted in the red boxes, comparisons between the shNR4A3 cells and control are denoted in the blue boxes. Statistically significant comparisons are further signposted using bars on the TPM graphs.

### Knockdown of *NR4A2* Causes Marked Transcriptional Changes

Principal component (PC) analysis exhibited a marked separation between cells transduced with shNT or with shNR4A2, indicating a clear phenotypic distinction of the cell lines with respect to transcriptional profile (**Figure 1A**). This observation was confirmed by differential expression profiles which demonstrated a number of upregulated (243) and downregulated genes (99) using stringent cut-offs (padj<0.05; >2-fold) (**Figure 1B** and **Supplementary Data Table 1**). 

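The principal components of the 6 unstimulated shNT and shNR4A2 libraries were computed from log2 CPM of the 500 most variable genes, with a prior count of 2. The first component held 60.6% of the variance and the second 12.7%, and the 3 shNR4A2 libraries and the 3 shNT libraries lay apart on the first. Its share depended on the transformation and on the genes used. It was 80.1% after DESeq2's variance-stabilizing transformation and 44.0% with all genes past the filter, with the groups apart on it each time.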

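Of 15800 genes tested by edgeR in unstimulated shNR4A2 against shNT cells, 344 were called at an adjusted p under 0.05 and at least 2-fold, 244 higher and 100 lower. The groups did not overlap in 343 of them. DESeq2 called 328, with 228 higher and 100 lower. A test against the 2-fold limit itself (edgeR's glmTreat) called 38, and a limit of 1.4-fold gave 886. With each library left out in turn, between 242 and 366 genes were called.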

GO analysis revealed multiple terms associated with the altered transcriptional profile of shNR4A2 cells with ‘GO:0043547 Positive regulation of GTPase activity’, ‘GO:007165 signal transduction’ and ‘GO 0001525 angiogenesis’ being the top 3 most over-represented pathways (**Figure 1C** and **Supplementary Data Table 5**). Novel NR4A2 sensitive genes such as POU Class 4 Homeobox 2 (*POU4F2*) and Hormonally Up-regulated Neu-Associated Kinase (*HUNK*) were the most upregulated and downregulated genes respectively under these conditions with Neural Cell Adhesion Molecule 1 (*NCAM1*), featuring as the 4^th^ most upregulated gene (**Figure 1D**). 

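POU4F2 (ENSG00000151615, chromosome 4, 146638893 to 146642474) had the largest rise among the called genes of unstimulated shNR4A2 cells, and HUNK (ENSG00000142149, chromosome 21, 31873315 to 32044633) the largest fall. Their log2 fold changes by edgeR's quasi-likelihood test were 4.27 (standard error 0.364, adjusted p = 7.65e-05) and -3.27 (standard error 0.294, adjusted p = 0.000121). NCAM1 (ENSG00000149294, chromosome 11, 112961247 to 113278436) had a log2 fold change of 2.99 (standard error 0.164, adjusted p = 3.06e-06) by the same test, which placed it at rank 7 among the genes called higher by edgeR and at rank 4 by DESeq2. With any 1 library left out, the log2 fold change stayed between 3.92 and 4.59 for POU4F2, between -3.52 and -3.09 for HUNK and between 2.87 and 3.13 for NCAM1. In each of the 3 genes all shNR4A2 libraries lay on the same side of all shNT libraries.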

A heatmap and bi-clustering analysis of *NR4A2* knockdown in THP-1 monocytes is presented in figure (**Figure S2A**).

Similar results were observed when cells transduced with shNR4A2 were stimulated with LPS for 2hrs and compared with shNT cells treated with LPS. 

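With LPS, the first principal component of the 6 shNT and shNR4A2 libraries, from the same transformation and number of genes as without LPS, held 64.6% of the variance and the second held 13.0%. The shNR4A2 and the shNT libraries lay apart on the first component. Over all 18 libraries together, the first component held 90.4% of the variance and parted the libraries with LPS from those without. The second held 2.55%, and on it the shNT libraries lay apart from those of both knockdown lines.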

PC analysis once more revealed clear separation of the cell types and the co-stimulation with LPS revealed further changes in the transcriptional profile (**Figure 2A**). We observed upregulated genes (351) and downregulated genes (89) due to NR4A2 knockdown (**Figure 2B** and **Supplementary Data Table 2**). 

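In shNR4A2 against shNT cells with LPS, edgeR called 388 of 15590 genes at an adjusted p under 0.05 and at least 2-fold, with 305 higher and 83 lower, and the groups did not overlap in any of the 388. DESeq2 called 424, with 336 higher and 88 lower. With the replicate number as a block, 622 genes were called. The count depended on single libraries, and fell to 191 without shNT LPS replicate 2, to 204 without shNT LPS replicate 3 and to 236 without shNR4A2 LPS replicate 1. The largest count with a library left out was 491.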

GO analysis revealed multiple pathways associated with the altered transcriptional profile of shNR4A2 cells and in the presence of LPS the signal for ‘GO:0001525 angiogenesis’ was markedly enhanced. GO terms associated with positive regulation of GTPase activity and signal transduction remained amongst the top over-represented pathways (**Figure 2C** and **Supplementary Data Table 6**). Several of the most differentially expressed genes were sensitive to shNR4A2 both in the presence and absence of LPS e.g. *POU4F2*, Aldo-Keto Reductase Family 1 Member C2 (*AKR1C2*), *NCAM1* (upregulated) and *HUNK*, Immunoglobulin Superfamily Member 10 (*IGSF10*), Potassium Voltage-Gated Channel Superfamily Q member 5 (*KCNQ5*) (downregulated). 

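Several genes changed in shNR4A2 cells in both states. By edgeR's quasi-likelihood test, AKR1C2 (ENSG00000151632, chromosome 10, 4987400 to 5018031) had a log2 fold change of 3.49 (standard error 0.114, adjusted p = 3.37e-08) without LPS and 3.65 (standard error 0.0866, adjusted p = 5.81e-08) with LPS. Reads on AKR1C2 are uncertain, since its coding sequence is close to that of the other AKR1C genes and the counting may have split reads between them. IGSF10 (ENSG00000152580, chromosome 3, 151425384 to 151458709) had log2 fold changes of -2.66 (adjusted p = 4.1e-05 by edgeR) and -2.08 (adjusted p = 0.00394), and KCNQ5 (ENSG00000185760, chromosome 6, 72621792 to 73198851) of -2.46 (adjusted p = 2.71e-06) and -2.31 (adjusted p = 2.68e-05). Both were also called lower in shNR4A3 cells, where the call of KCNQ5 with LPS (adjusted p = 0.017 by edgeR) was lost with shNT LPS replicates 2 or 3 or shNR4A3 LPS replicates 1 or 3 left out (adjusted p between 0.0546 and 0.0781). NCAM1 had a log2 fold change of 3.01 (standard error 0.155, adjusted p = 1.72e-05) with LPS. At an adjusted p under 0.05, 613 genes were called in shNR4A2 cells both with and without LPS and all 613 had the same direction, against 73.4 expected for independent lists among the 15058 genes tested in both. The count was 373, 276 and 315 without shNT LPS replicates 1, 2 and 3. It was 393 without shNT control replicate 3 and 391 without shNR4A2 LPS replicate 1. With the replicate number as a block it was 2628, against 1087.1 expected for independent lists. This overlap was chosen for report after the data were seen. From such genes, the paper states that several of the most differentially expressed genes are sensitive to shNR4A2 in the presence and absence of LPS.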

The transcription factor associated genes *POU4F2*, and *HUNK* were again the most differentially expressed genes (**Figure 2D**), with *HUNK* not appearing to be particularly sensitive to LPS. 

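With LPS, POU4F2 was again the gene with the largest rise among the called genes and HUNK the one with the largest fall, by edgeR and by DESeq2. By edgeR's quasi-likelihood test their log2 fold changes were 3.92 (standard error 0.294, adjusted p = 0.000213) and -2.94 (standard error 0.269, adjusted p = 0.000568). The log2 fold change of HUNK with LPS was -0.50 (standard error 0.215, adjusted p = 0.112) in shNT cells, -0.18 (standard error 0.390, adjusted p = 0.796) in shNR4A2 cells and 0.50 (standard error 0.361, adjusted p = 0.335) in shNR4A3 cells. The value in shNT cells passed the limit with shNT control replicate 1 left out (adjusted p = 0.0305).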

Importantly, the cellular response to LPS in all 3 cell lines was extremely robust as evidenced by the marked increase in expression in multiple cytokines and of NR4A family members (**Figures 7**, **8F** and **S10 B, C**).

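With LPS against control, edgeR called 1188 genes in shNT cells (694 higher and 494 lower), 1382 in shNR4A2 cells (830 higher and 552 lower) and 1574 in shNR4A3 cells (946 higher and 628 lower), at an adjusted p under 0.05 and at least 2-fold. DESeq2 called 1133, 1392 and 1575. With each library left out in turn the 3 counts stayed between 1126 and 1236, between 1260 and 1624 and between 1385 and 1801. Among cytokines, CCL20 (ENSG00000115009, chromosome 2, 227813842 to 227817564) rose by a log2 fold change of 7.48 in shNT cells (adjusted p = 2.83e-12 by edgeR), 8.15 in shNR4A2 cells (adjusted p = 2.43e-09) and 7.90 in shNR4A3 cells (adjusted p = 1.07e-08).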

**Figure 8:**
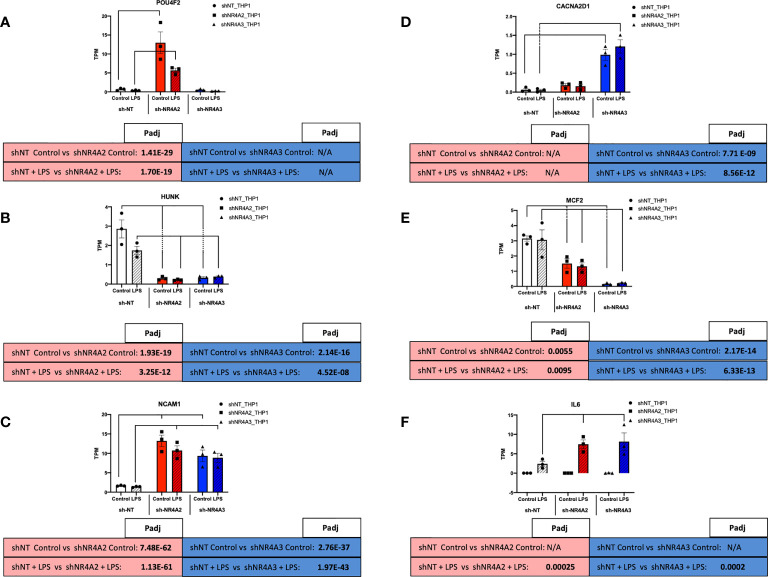
Individual knockdown of *NR4A2* and *NR4A3* alters the expression of distinct and overlapping genes. RAW TPM values (mean +/- SEM) extracted from RNA-seq for *POU4F2* **(A)** *HUNK* **(B)** *NCAM1* **(C)** *CACNA2D1* **(D)** *MCF2* **(E)** and *IL-6* **(F)** in shNT-THP1 cells, shNR4A2-THP1 cells and shNR4A3-THP1 cells in the control (unstimulated state) and following LPS treatment (2.5μg/ml for 2hrs). N=3 independent experiments. Adjusted p-values (Padj) for specific comparisons are contained in the tables below the TPM data. Statistically significant Padj are denoted in bold font. Comparisons between shNR4A2 cells and control are denoted in the red boxes, comparisons between the shNR4A3 cells and control are denoted in the blue boxes. Statistically significant comparisons are further signposted using bars on the TPM graphs.

### Knockdown of *NR4A3* Causes Marked Transcriptional Changes

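For the 6 unstimulated shNT and shNR4A3 libraries, the first principal component of the 500 most variable genes held 59.3% of the variance and the second 13.6%. The 3 shNR4A3 libraries and the 3 shNT libraries lay apart on the first. After DESeq2's variance-stabilizing transformation its share was 77.8%. For the 6 libraries with LPS, the shares of the first component were 64.1% and 77.3%, again with the groups apart.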

Principal component (PC) analysis exhibited a marked separation between cells transduced with shNT or with shNR4A3 indicating a clear phenotypic distinction of the cell lines with respect transcriptional profile (**Figure 3A**). This observation was confirmed by differential expression analysis which demonstrated down-regulated genes (149) and upregulated genes (102) due to *NR4A3* knockdown (**Figure 3B** and **Supplementary Data Table 3**). 

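Of 15322 genes tested by edgeR in unstimulated shNR4A3 against shNT cells, 282 were called at an adjusted p under 0.05 and at least 2-fold, 116 higher and 166 lower. The groups did not overlap in 279 of them. DESeq2 called 230, with 94 higher and 136 lower. With each library left out in turn, between 198 and 283 genes were called. The test against the 2-fold limit itself called 35, with 16 higher and 19 lower. From the separation and the counts, the paper concludes that the 2 lines are clearly distinct in their transcriptional profile.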

GO analysis revealed multiple pathways associated with the altered transcriptional profile of shNR4A3 cells with a particularly strong signal for ‘GO: 0007155 cell adhesion’ evident. Other enriched GO terms included ‘GO:0006954 inflammatory response’ and ‘GO:0001525 angiogenesis’ (**Figure 3C** and **Supplementary Data Table 7**). This is consistent with the contribution of *NR4A3* deficiency in hematopoietic stem cells to myelopoiesis, monocyte differentiation, and atherosclerosis development *in vivo* (38). Novel NR4A3 sensitive genes such as Calcium Voltage-Gated Channel Auxiliary Subunit Alpha2delta 1 (*CACNA2D1*) and MCD.2 Cell Line Derived Transforming Sequence (*MCF2*) were the most upregulated and downregulated genes respectively under these conditions, with *NCAM1* featuring as the 4^th^ most upregulated gene (**Figure 3D**). 

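CACNA2D1 (ENSG00000153956, chromosome 7, 81946444 to 82443798) had the largest rise among the called genes of unstimulated shNR4A3 cells and MCF2 (ENSG00000101977, chromosome X, 139581770 to 139708227) the largest fall. The log2 fold changes by edgeR's quasi-likelihood test were 3.94 (standard error 0.457, adjusted p = 0.000158) and -4.28 (standard error 0.347, adjusted p = 8.6e-06), and NCAM1, at rank 4 of the genes called higher, had 2.54 (standard error 0.186, adjusted p = 3.81e-06). CACNA2D1 rests on few reads in shNT cells, 9 counts over the 3 libraries, and its log2 fold change lay between 3.62 and 4.85 with 1 library left out. For MCF2 it lay between -4.80 and -3.97 and for NCAM1 between 2.33 and 2.73.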

A heatmap and bi-clustering analysis of *NR4A3* knockdown in THP-1 monocytes is presented in figure (**Figure S2B**).

The gene expression profile of shNR4A3 treated cells was next tested in the presence of LPS. In contrast to (**Figure 3B**), the presence of LPS in shNR4A3 cells reversed the trend above in favour of upregulated genes (250) compared to downregulated genes (140) (**Figure 4B** and **Supplementary Data Table 4**). ‘GO:0007155 Cell adhesion’ was again the most overrepresented GO term but this enrichment was less pronounced than in the basal state with the two next most enriched GO terms being ‘GO: 0006955 immune response’ and ‘GO:0006954 inflammatory response’ (**Figure 4C** and **Supplementary Data Table 8**). 

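In shNR4A3 against shNT cells with LPS, edgeR called 350 of 15578 genes at an adjusted p under 0.05 and at least 2-fold, with 216 higher and 134 lower, and the groups did not overlap in 349 of them. DESeq2 called 356, with 222 higher and 134 lower. The share of higher genes was 61.7% with LPS and 41.1% without. A test against the 2-fold limit (edgeR's glmTreat) called 15 higher and 16 lower with LPS, a share of 48.4%, against 45.7% without. With no limit on the fold change it was 61.9% with LPS and 54.1% without, so that higher genes were the larger part in both states at that limit. The count depended on single libraries, and was 186 without shNT LPS replicate 2, 215 without shNT LPS replicate 3, 216 without shNR4A3 LPS replicate 1, 222 without shNR4A3 LPS replicate 3 and 530 without shNR4A3 LPS replicate 2. A test of the difference between the knockdown's effects with and without LPS (edgeR, interaction of line and LPS) called 0 of 16428 genes tested. At an unadjusted p under 0.05 it had 824 genes, about as many as chance alone gives. DESeq2 called 10. In the fit with the replicate number as a block 22 genes were called. That fit had 1451 genes at an unadjusted p under 0.05, more than chance alone gives. The interaction test called 44 genes without shNR4A3 LPS replicate 2 and 138 without a filter on low counts.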

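In shNR4A3 cells, PRDM6 (ENSG00000061455, chromosome 5, 123089121 to 123194266) had log2 fold changes of 3.13 (standard error 0.119, adjusted p = 1.04e-08) without LPS and 3.41 (standard error 0.174, adjusted p = 1.36e-05) with LPS by edgeR's quasi-likelihood test. FIGN (ENSG00000182263, chromosome 2, 163593396 to 163736012) had -4.02 (standard error 0.269, adjusted p = 1.43e-06) and -3.91 (standard error 0.257, adjusted p = 5.31e-05) by the same test, and was not called in shNR4A2 cells. CKAP4 (ENSG00000136026, chromosome 12, 106237877 to 106304279) had -3.22 (standard error 0.135, adjusted p = 1.83e-08) and -2.92 (standard error 0.109, adjusted p = 2.59e-06), and was also called lower in shNR4A2 cells, with log2 fold changes of -1.14 (adjusted p = 0.000992 by edgeR) and -0.99 (adjusted p = 0.00219). NCAM1 had a log2 fold change of 2.74 (standard error 0.179, adjusted p = 5.31e-05) in shNR4A3 cells with LPS. At an adjusted p under 0.05, 557 genes were called in shNR4A3 cells both with and without LPS, 555 of them in the same direction, against 75.0 expected for independent lists among the 14854 genes tested in both. The count was 294 and 342 without shNT LPS replicates 2 and 3, and 362 and 335 without shNR4A3 LPS replicates 1 and 3. With the replicate number as a block it was 1480, against 519.1 expected for independent lists.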

Similar to shNR4A2 above, several of the most differentially expressed genes were sensitive to shNR4A3 both in the presence and absence of LPS e.g. *CACNA2D1*, PR/SET Domain 6 (*PRDM6*), *NCAM1* (upregulated) and *MCF2*, Fidgetin, Microtubule Severing Factor (*FIGN*), Cytoskeleton Associated Protein 4 (*CKAP4*) (downregulated). 

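With LPS, CACNA2D1 had the largest rise among the called genes of shNR4A3 cells, with a log2 fold change of 4.55 (standard error 0.509, adjusted p = 0.00106) by edgeR's quasi-likelihood test (between 4.00 and 5.30 with 1 library left out), and NUDT16P1 (ENSG00000246082, chromosome 3, 131361898 to 131365122) the largest fall, with -4.04 (standard error 0.418, adjusted p = 0.000652). NUDT16P1, annotated as a pseudogene, had 0.160, 0.0963 and 0.145 TPM in the 3 shNR4A3 libraries with LPS, from 2, 1 and 2 counts, against 2.19, 2.65 and 2.64 TPM in shNT cells. FIGN and MCF2 followed at ranks 2 and 3 of the genes called lower, and MCF2 had a log2 fold change of -3.74 (standard error 0.388, adjusted p = 0.000744).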

The calcium channel associated gene *CACNA2D1* was again the most upregulated gene in the shNR4A3 cells in the presence of LPS with Nudix Hydrolase 16 Pseudogene 1 (*NUDT16P1*) being the most downregulated and *FIGN* the second most downregulated (**Figure 4D**).

### Individual Knockdown of *NR4A2* and *NR4A3* Alters the Expression of Distinct and Overlapping Genes

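POU4F2 had 0.677 ± 0.319 TPM in shNT control cells and 13.0 ± 4.92 TPM in shNR4A2 control cells, and 0.377 ± 0.119 and 5.67 ± 0.970 TPM with LPS (SD, n = 3 each). Within shNR4A2 cells the log2 fold change with LPS was -0.92 (standard error 0.252, adjusted p = 0.0217) by edgeR's quasi-likelihood test. This call was lost with shNR4A2 control replicates 2 or 3 or shNR4A2 LPS replicate 1 left out (adjusted p between 0.0637 and 0.109).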

Examining RNA levels (TPM values) from the RNA-seq experiment we observe that *POU4F2* expression is markedly enhanced in response to shNR4A2 in the basal and stimulated state (with LPS suppressing expression somewhat at this time point). Interestingly, shNR4A3 knockdown is without effect on *POU4F2*, suggesting that *POU4F2* is selectively and preferentially regulated by NR4A2 (**Figure 8A**). 

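In shNR4A3 cells POU4F2 had 0.548 ± 0.256 TPM without LPS and 0.263 ± 0.0439 TPM with LPS (SD, n = 3 each). The log2 fold change against shNT cells without LPS was -0.23 (standard error 0.492, adjusted p = 0.841) by edgeR's quasi-likelihood test, and with LPS the gene was under the filter on low counts, so that a small change would not be detectable at this depth. Between the 2 knockdown lines, shNR4A2 cells had a log2 fold change over shNR4A3 cells of 4.49 (standard error 0.366, adjusted p = 3.06e-05) without LPS and 4.40 (standard error 0.291, adjusted p = 0.000234) with LPS, and every shNR4A2 library lay above every shNR4A3 library. From the response to shNR4A2 and its absence with shNR4A3, the paper proposes that POU4F2 is selectively regulated by NR4A2 (Figure 8A).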

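HUNK had 2.86 ± 0.807 TPM in shNT control cells, 0.297 ± 0.0857 in shNR4A2 control cells and 0.326 ± 0.0993 in shNR4A3 control cells, and 1.74 ± 0.368, 0.216 ± 0.0267 and 0.390 ± 0.0585 TPM with LPS (SD, n = 3 each). In shNR4A3 cells its log2 fold change was -3.07 (standard error 0.298, adjusted p = 3.46e-05) without LPS and -2.07 (standard error 0.252, adjusted p = 0.00169) with LPS by edgeR's quasi-likelihood test. The difference between the 2 knockdown lines was not called, with a log2 fold change of shNR4A2 over shNR4A3 cells of -0.20 (standard error 0.398, adjusted p = 0.891) without LPS and -0.86 (standard error 0.321, adjusted p = 0.205) with LPS.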

*HUNK* expression is in contrast significantly suppressed by shNR4A2 and appears to be comparably affected by shNR4A3, suggesting that loss of a single isoform (NR4A2 or A3) is sufficient to affect transcription of this gene (**Figure 8B**). *NCAM1* is statistically significantly increased with both shNR4A2 and shNR4A3 (**Figure 8C**).

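NCAM1 had 1.66 ± 0.118 TPM in shNT control cells, 13.2 ± 2.59 in shNR4A2 control cells and 9.36 ± 2.62 in shNR4A3 control cells, and 1.37 ± 0.157, 10.7 ± 2.08 and 8.84 ± 2.09 TPM with LPS (SD, n = 3 each). All knockdown libraries lay above all shNT libraries in each of the 4 comparisons. The log2 fold change of shNR4A2 over shNR4A3 cells was 0.45 (standard error 0.189, adjusted p = 0.284) without LPS and 0.28 (standard error 0.168, adjusted p = 0.436) with LPS by edgeR's quasi-likelihood test. With the replicate number as a block both differences passed the limit (adjusted p = 0.00317 and 0.0142).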

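CACNA2D1 had 0.0629 ± 0.0558 TPM in shNT control cells and 0.0498 ± 0.0455 TPM in shNT cells with LPS, from 9 and 8 counts over 3 libraries. It had 0.984 ± 0.253 and 1.21 ± 0.303 TPM in shNR4A3 cells (SD, n = 3 each). The log2 fold change of shNR4A2 over shNR4A3 cells was -2.46 (standard error 0.362, adjusted p = 0.0022) without LPS and -2.97 (standard error 0.406, adjusted p = 0.00945) with LPS by edgeR's quasi-likelihood test, and every shNR4A3 library lay above every shNR4A2 library.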

Expression of the calcium channel associated gene *CACNA2D1* is very potently enhanced with shNR4A3, with the effects of shNR4A2 being much less so, suggesting that *CACNA2D1* is preferentially regulated by NR4A3 (**Figure 6D**). *MCF2* is very potently suppressed by shNR4A3 in both the basal and stimulated state, while the effects of shNR4A2 on this particular gene are significant but much more modest (**Figure 6E**). 

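MCF2 had 3.15 ± 0.311 TPM in shNT control cells, 1.51 ± 0.531 in shNR4A2 control cells and 0.152 ± 0.0810 in shNR4A3 control cells, and 3.06 ± 1.13, 1.32 ± 0.388 and 0.217 ± 0.0618 TPM with LPS (SD, n = 3 each). In shNR4A2 cells its log2 fold change was -1.05 (standard error 0.252, adjusted p = 0.0293) without LPS and -1.15 (standard error 0.308, adjusted p = 0.0556) with LPS by edgeR's quasi-likelihood test. The call without LPS was lost with shNT control replicates 1, 2 or 3 or shNR4A2 control replicate 1 left out (adjusted p between 0.0531 and 0.0903). With LPS the gene passed the limit with shNT LPS replicate 1 or shNR4A2 LPS replicate 2 left out (adjusted p between 0.0338 and 0.0465), with the replicate number as a block (adjusted p = 3.67e-05), by DESeq2 (adjusted p = 0.0165), without a filter on low counts (adjusted p = 0.000358) and with all 18 libraries in 1 fit (adjusted p = 0.014). The 2 knockdown lines differed, with a log2 fold change of shNR4A2 over shNR4A3 cells of 3.23 (standard error 0.464, adjusted p = 0.00184) without LPS and 2.59 (standard error 0.359, adjusted p = 0.00981) with LPS, the latter lost with shNR4A3 LPS replicates 1 or 3 left out (adjusted p between 0.0554 and 0.0575).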

*IL-6*, a well characterised NR4A sensitive gene is not detectable in any of the cell lines in the absence of LPS, but its expression is enhanced by both shNR4A2 and shNR4A3 in the stimulated state at this time point (**Figure 6F**). 

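IL6 (ENSG00000136244, chromosome 7, 22725884 to 22732002) had no count in any unstimulated library except 1 count in shNR4A3 control replicate 1. With LPS it had 2.39 ± 1.16 TPM in shNT cells, 7.45 ± 1.96 in shNR4A2 cells and 8.14 ± 3.91 in shNR4A3 cells (SD, n = 3 each). By edgeR's quasi-likelihood test the log2 fold change against shNT cells was 1.69 (standard error 0.371, adjusted p = 0.0272) in shNR4A2 cells and 1.84 (standard error 0.43, adjusted p = 0.0343) in shNR4A3 cells. The call in shNR4A2 cells was lost with shNT LPS replicates 2 or 3 or shNR4A2 LPS replicate 1 left out (adjusted p between 0.0852 and 0.0907), and that in shNR4A3 cells with shNT LPS replicates 2 or 3 or shNR4A3 LPS replicates 1 or 3 left out (adjusted p between 0.0675 and 0.116). Every knockdown library lay above every shNT library in both comparisons (exact permutation test, 2-sided, p = 0.1 each). The 2 knockdown lines were not called different from each other, with a log2 fold change of -0.14 (standard error 0.374, adjusted p = 0.895).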

Taken together our genome wide transcriptional analysis of cells depleted of *NR4A2* and *NR4A3* reveals a complex interplay between NR4A2 and NR4A3 with regard to gene expression, such that some genes appear to be preferentially regulated by one NR4A isoform over another, while for other genes loss of either *NR4A2* or *NR4A3* has a very marked effect on transcript levels.

### Analysis of Gene Clusters Regulated by *NR4A2* Alone, *NR4A3* Alone and by Both *NR4A2* and *NR4A3*

Based on our data above we hypothesise that the gene expression profiles observed in **Figures 1**–**4** can be accounted for by distinct roles for NR4A family members in the regulation of specific genes. To test this hypothesis, we re-analysed our dataset to try and define specific clusters of genes. In order to avoid spurious omissions from these lists due to arbitrary fold-change cut-offs, we included any gene that had an adjusted p-value of <0.05 compared to the respective control, regardless of fold change. Using these less stringent filters we identified a larger cohort of genes that were statistically significantly different from their respective controls. These additional genes included in the analysis are shown in volcano plots (**Figure S3A**) (shNR4A2) and (**Figure S3B**) (shNR4A3). **Figure 5A** shows a Venn diagram illustrating the distinct and overlapping genes in unstimulated THP-1 cells from our experiments. 

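At an adjusted p under 0.05 with no limit on the fold change, edgeR called 1019 genes in unstimulated shNR4A2 against shNT cells (573 higher and 446 lower) and 1108 in shNR4A3 against shNT cells (599 higher and 509 lower). With LPS it called 1085 (672 higher and 413 lower) and 1005 (622 higher and 383 lower). DESeq2 called 1291 and 1147 without LPS and 1385 and 1308 with LPS. With the replicate number as a block the count was 3733 in shNR4A2 control cells, 4385 in shNR4A2 cells with LPS and 3401 in shNR4A3 cells with LPS. Single libraries moved these counts. In shNR4A2 control cells 517 genes were called without shNT control replicate 3 and 612 without shNT control replicate 2. In shNR4A3 control cells the counts were 649, 650, 657 and 674 without shNT control replicate 3, shNT control replicate 2, shNR4A3 control replicate 3 and shNR4A3 control replicate 1. With LPS, shNR4A2 cells had 342, 409, 519 and 553 genes without shNT LPS replicates 2, 3 and 1 and shNR4A2 LPS replicate 1. shNR4A3 cells with LPS had 383 and 485 without shNT LPS replicates 2 and 3, and 461, 526 and 1693 without shNR4A3 LPS replicates 3, 1 and 2.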

In order to test our hypothesis that there are distinct roles for NR4A family members in the regulation of distinct genes we focussed on the following three clusters.

(1) Genes exclusively regulated by shNR4A2 in the basal state (839 genes)
(2) Genes exclusively regulated by shNR4A3 in the basal state (734 genes)
(3) Genes regulated by both shNR4A2 and shNR4A2 in the basal state (486 genes) These genes are listed in (**Supplementary Data Table 11**).

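In the unstimulated state, edgeR called 634 genes at an adjusted p under 0.05 with shNR4A2 alone, 723 with shNR4A3 alone and 385 with both, 375 of the last in the same direction. Both comparisons use the same 3 shNT libraries. For independent lists of these sizes among the 15234 genes tested in both, 74.1 shared genes are expected, and 20 simulations of independently changed knockdown lines against the same shNT libraries gave 56.1 on average and 69 at most. Without shNT control replicate 2 the shared list held 197 genes and without shNT control replicate 3 it held 204. With the replicate number as a block it held 1336, against 555.5 expected for independent lists. Since a gene called in 1 line alone is not thereby shown to differ between the lines, shNR4A2 was also compared with shNR4A3 directly. Of the genes called with shNR4A2 alone, 201 (31.7%) differed between the 2 knockdown lines at an adjusted p under 0.05, as did 148 (20.5%) of those called with shNR4A3 alone and 42 (10.9%) of those called with both. Replicate numbers pair these libraries, and with the replicate number as a block in the direct comparison the shares of the same lists were 64.7%, 47.9% and 23.9%. Of the paper's own clusters in Supplementary Data Table 11, 25.6%, 19.8% and 10.3% of the matched genes differed between the lines. With the block these shares were 58%, 48.8% and 23.3%. The shares of matched genes that fell into the same list here were 69.2%, 82.6% and 76.5%. Across the tested genes, which are not independent replicates, the log2 fold changes of the 2 knockdowns had a Pearson correlation of 0.593 and a Spearman correlation of 0.572. Against the same shNT libraries, simulated unchanged lines had a Pearson correlation of 0.505 on average and independently changed lines one of 0.216 (0.234 at most). The share of genes with the same sign was 71.8% observed, and 66.7% and 64.7% in these simulations.

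**Figure D1:**
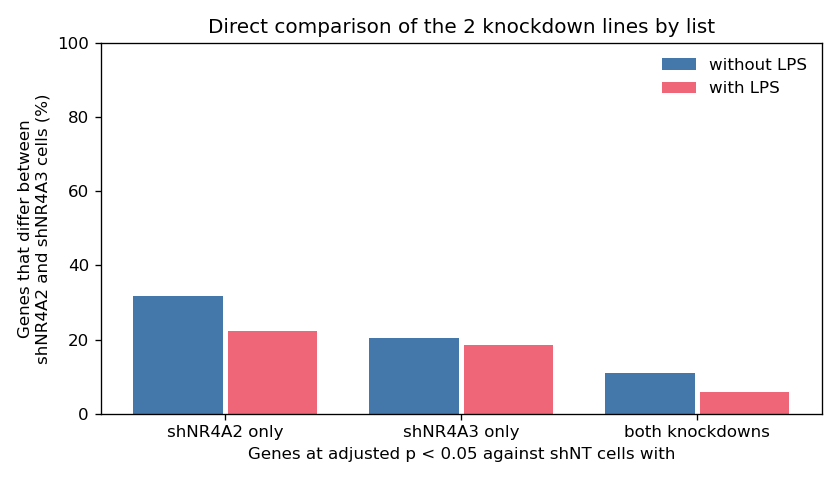
Percent of the genes in each list (y axis, from 0 to 100) that differ between shNR4A2 and shNR4A3 cells at an adjusted p under 0.05, for genes called with shNR4A2 alone, with shNR4A3 alone and with both, without and with LPS. Without LPS the bars stand at 31.7%, 20.5% and 10.9%, and with LPS at 22.2%, 18.4% and 5.90%. The direct comparison has no replicate block here, and with it the shares are 64.7%, 47.9% and 23.9% without LPS and 75.4%, 66.4% and 32.5% with LPS.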

We hypothesised that a closer analysis of these clusters would reveal previously unappreciated individual aspects of NR4A2/NR4A3 biology as well as insight into the pathways in which their roles are interchangeable i.e. loss of one or other of the isoforms affects signalling

In cluster 1 we focused our attention on genes that were solely regulated by shNR4A2 in the basal/unstimulated state. GO analysis of cluster 1 using the Panther database identified a strong enrichment of pathways associated with GO:0072537 ‘fibroblast activation’ and GO:0002480/GO:0002483/GO:0019885, terms associated with “antigen processing and presentation of endogenous peptide antigen”. Most of the genes associated with these GO terms (apart from *ERAP1*) are upregulated by shNR4A2 suggesting activation of fibroblasts and enhanced antigen processing (**Figures S6**–**S8**).

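A list of 16 class I antigen presentation genes was tested as a set with edgeR's fry on both knockdowns. The list holds 7 genes that the paper picked from these libraries for Figure 5B, so that it is not independent evidence. Members were higher in unstimulated shNR4A2 cells by a median log2 fold change of 0.39, with 13 of 16 higher (fry, adjusted p = 0.0155 over 18 set tests). Over all genes 5 members were called higher and 1 lower, and adjusted over the list alone 10 were called higher and 2 lower. The lower member over all genes was ERAP1 (ENSG00000164307, chromosome 5, 96760810 to 96808100), with a log2 fold change of -1.25 (standard error 0.109, adjusted p = 9.51e-05) by edgeR's quasi-likelihood test. In shNR4A3 cells the list's median log2 fold change was 0.11, with 11 of 16 higher (fry, adjusted p = 0.242). No member was called over all genes or over the list alone. ERAP1 had a log2 fold change of -0.01 (standard error 0.0973, adjusted p = 0.962) by edgeR. With the replicate number as a block, fry called the list in shNR4A3 cells (adjusted p = 0.0357), again with no member called. The call in shNR4A2 cells was lost without shNR4A2 control replicate 1 (fry, adjusted p = 0.0543), without shNR4A2 control replicate 2 (0.0503) and without shNT control replicate 3 (0.0529). It did not hold under camera with an estimated correlation (adjusted p = 0.141). Without the members the paper names, fry still called the remaining 9 (adjusted p = 0.026), 8 of them higher. With the replicate number as a block, 10 of the 16 were called higher and 2 lower over all genes (fry, adjusted p = 0.00772). HLA genes are close copies of one another and vary between people, so that reads may have been split between them or lost, and the values of single HLA genes are uncertain.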

This signature from cluster 1 was distinct from the profile of GO terms identified in cluster 2 which examined those genes exclusively regulated by shNR4A3 in the basal state. In the case of cluster 2, GO analysis identified a strong signature for ‘GO:035455 response to interferon-alpha’ as well as ‘GO:0043491: Protein Kinase B signalling. In general, loss of *NR4A3* resulted in an enhancement of genes associated with the type 1 interferon signalling pathway while there was a mixture of upregulated and downregulated genes in the protein kinase B signalling pathway (**Figures S9**–**S11**).

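A list of 30 interferon-stimulated genes, written from general knowledge and holding 6 genes of Figure 5B, was tested in the same way. In unstimulated shNR4A3 cells 26 of the 30 were higher, with a median log2 fold change of 0.35 (fry, adjusted p = 0.0337). Over all genes 11 were called higher, and adjusted over the list alone 15. IFI27 (ENSG00000165949, chromosome 14, 94104836 to 94116698) had the largest rise of those the paper names, with a log2 fold change of 2.22 (standard error 0.127, adjusted p = 3.5e-07) by edgeR's quasi-likelihood test, and 0.33 (adjusted p = 0.449) in shNR4A2 cells. In shNR4A2 cells the list had a median log2 fold change of 0.12, with 22 of 30 higher and 1 called (fry, adjusted p = 0.705). The call in shNR4A3 cells was lost without shNR4A3 control replicates 2 and 3 (fry, adjusted p = 0.0922 and 0.094) and without shNT control replicates 1, 2 and 3 (0.0857, 0.0803 and 0.062). It was also lost without the members the paper names (adjusted p = 0.131) and under camera with an estimated correlation (0.189), while camera with a preset correlation of 0.01 gave 1.15e-11.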

Notably, those genes associated with cluster 3 have GO terms typically associated with a classical NR4A2/A3 response e.g. TLR dependent signalling GO:0034154/GO:0034134 (**Figures S12**–**S14**).

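TLR7 (ENSG00000196664, chromosome X, 12867083 to 12890380) was among the genes that changed with both knockdowns. It had 0.272 ± 0.147 TPM in shNT control cells, 0.837 ± 0.223 in shNR4A2 control cells and 0.940 ± 0.113 in shNR4A3 control cells (SD, n = 3 each). By edgeR's quasi-likelihood test its log2 fold change was 1.59 (standard error 0.415, adjusted p = 0.0422) in shNR4A2 cells and 1.79 (standard error 0.394, adjusted p = 0.0137) in shNR4A3 cells, from 23 counts over the 3 shNT libraries. The call in shNR4A2 cells was lost with shNT control replicates 2 or 3 or shNR4A2 control replicates 1 or 3 left out (adjusted p between 0.111 and 0.163) and the call in shNR4A3 cells with shNT control replicates 2 or 3 or shNR4A3 control replicate 3 left out (adjusted p between 0.0631 and 0.0702). DESeq2 did not call it in shNR4A2 cells (adjusted p = 0.0665). The difference between the knockdown lines was not called, with a log2 fold change of -0.21 (standard error 0.306, adjusted p = 0.837).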

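The lists of class I antigen presentation genes and of interferon-stimulated genes were also tested between the 2 knockdown lines. Without LPS, 12 of the 16 class I members were higher in shNR4A2 than in shNR4A3 cells, with a median log2 fold change of 0.29 (fry, adjusted p = 0.0282), and 2 were called higher and 1 lower over all genes, or 8 higher and 1 lower adjusted over the list alone. This call was lost without shNR4A2 control replicates 1 and 2 (adjusted p = 0.0705 and 0.0563). It was also lost without shNR4A3 control replicates 1, 2 and 3 (0.0721, 0.0581 and 0.0915). With the replicate number as a block, 8 class I members were called higher and 1 lower over all genes (fry, adjusted p = 0.0201). Of the interferon-stimulated genes, 25 of 30 were lower in shNR4A2 than in shNR4A3 cells, with a median log2 fold change of -0.26, and fry did not call the list (adjusted p = 0.241), with 2 members called lower over all genes and 3 over the list alone. With the replicate number as a block these were 10 and 14, and fry again did not call the list (adjusted p = 0.107). Camera with a preset correlation gave an adjusted p of 3.05e-06 for this difference, a call that held neither under fry nor with an estimated correlation. Across all genes, edgeR called 480 of 15584 between the 2 lines at an adjusted p under 0.05 (302 higher in shNR4A2 cells and 178 lower), and the groups did not overlap in any of the 480. With the replicate number as a block 1800 were called. The count was 249 without shNR4A3 control replicate 1 and 251 without shNR4A3 control replicate 3.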

Taken together these data reveal a distinct divergence of NR4A2/NR4A3 -dependent signalling, with loss of *NR4A2* favouring an increase in antigen presentation and processing while loss of *NR4A3* favours an increase in the interferon response. 

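With LPS, the class I antigen presentation genes were higher in shNR4A2 than in shNT cells by a median log2 fold change of 0.41, with 13 of 16 higher (edgeR's fry, adjusted p = 0.00298), 7 called higher and 1 lower over all genes, and 10 higher and 1 lower adjusted over the list alone. In shNR4A3 cells they were higher by a median of 0.14, with 13 of 16 higher (fry, adjusted p = 0.00817), and no member was called over all genes or over the list alone. In shNR4A3 cells a block on the replicate number called 3 members higher over all genes (fry, adjusted p = 0.0204). Over the list alone it called 7 higher and 1 lower. In shNR4A2 cells it called 11 higher and 2 lower over all genes. The call of the list in shNR4A3 cells was not made by camera with the preset (0.129) or an estimated correlation (0.25), nor without the members the paper names (fry, 0.115). The interferon-stimulated genes were higher in shNR4A3 cells by a median log2 fold change of 0.64, with 30 of 30 higher (fry, adjusted p = 0.0113), and 20 were called over all genes and 25 adjusted over the list alone. In shNR4A2 cells their median was 0.27, with 25 of 30 higher and 1 called (fry, adjusted p = 0.526). In the fit with the replicate number as a block, 12 were called higher and 2 lower in shNR4A2 cells (fry, adjusted p = 0.492) and 26 higher in shNR4A3 cells (0.019). Under camera with an estimated correlation neither list was called (class I in shNR4A2 cells 0.114, interferon in shNR4A3 cells 0.114).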

Interestingly, when a similar analysis is performed on data taken from samples stimulated with LPS, the same dichotomy of signalling is once again observed with respect to antigen presentation (shNR4A2 specifically) and the cellular response to viruses (shNR4A3) (**Figure S4**). Thus, the data strongly points towards the loss of *NR4A2* directing the transcriptional profile of monocytes towards enhanced antigen presentation, and the loss of *NR4A3* shifting the transcriptional profile towards an enhanced interferon/viral response, irrespective of a background stimulus (LPS). 

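Between the 2 knockdown lines with LPS, 12 of the 16 class I members were higher in shNR4A2 cells, with a median log2 fold change of 0.25 (fry, adjusted p = 0.00298), 2 called higher and 1 lower over all genes, and 8 higher and 1 lower adjusted over the list alone. Of the interferon-stimulated genes 29 of 30 were lower in shNR4A2 than in shNR4A3 cells, with a median of -0.50 (fry, adjusted p = 0.107), 3 called lower over all genes and 4 over the list alone. Replicate numbers pair these libraries. With the replicate number as a block, 9 class I members were called higher and 3 lower over all genes (fry, adjusted p = 0.00772). Of the interferon-stimulated genes, the block called 24 lower over all genes and 25 over the list alone. Fry did not call the interferon list with the block (adjusted p = 0.106). Without the block, fry called this list without shNR4A2 LPS replicate 3 (adjusted p = 0.0303), and camera with a preset correlation called it (4.05e-11). Across all genes, edgeR called 362 of 15539 between the lines (197 higher in shNR4A2 cells and 165 lower), and the groups did not overlap in any of the 362, while DESeq2 called 700 and the fit with the replicate number as a block 3666. Leaving out any of the 6 libraries lowered the edgeR count, to 147, 196 and 217 without shNR4A2 LPS replicates 1, 2 and 3 and to 94, 185 and 97 without shNR4A3 LPS replicates 1, 2 and 3. From the enriched terms of the 2 exclusive clusters with and without LPS, the paper reads its data as pointing strongly to a shift towards antigen presentation on loss of NR4A2, and towards an interferon and viral response on loss of NR4A3.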

Raw TPM values and statistical comparisons for genes associated with Cluster 1, 2 and 3 are shown in the **Supplementary Data** (**S6**–**S14**).

### Transcription Factor Interactome Analysis of Differentially Expressed Transcripts in *NR4A2* and *NR4A3* Depleted Cells

As mentioned above, our gene expression profile data from (**Figures 1**–**5** and **8**) suggests that shNR4A2 and shNR4A3 knockdown elicit distinct (as well as common) roles for NR4A family members in the regulation of specific genes. To infer transcription factors preferentially associated with shNR4A2 or shNR4A3 conditions, we performed Metacore transcription factor interactome analysis using differentially expressed transcripts (padj<0.05; ≥|1.4| fold-change) in shNR4A2 or shNR4A3 expressing cells (**Figure 9**). Interestingly, this analysis revealed a marked divergence amongst the ten most enriched transcription factor pathways when comparing *NR4A2* and *NR4A3* depleted cells. RFX -associated transcription factors (*RFXAP*, *RFXANK* and *RFX8*) ranked amongst the most enriched transcription factors in shNR4A2 cells while they did not feature at all in the top 180 enriched transcription factors in shNR4A3 cells (**Supplementary Data Tables 9**, **10**). 

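The transcripts of the RFX factors themselves were not called by edgeR in any of the 4 comparisons with shNT cells. Without LPS, RFX5 (ENSG00000143390, chromosome 1, 151340640 to 151347357) had 98.0 ± 0.467 TPM in shNT cells and 86.9 ± 5.30 in shNR4A2 cells, RFXAP (ENSG00000133111, chromosome 13, 36819224 to 36829104) had 13.3 ± 2.16 and 13.5 ± 3.13, RFXANK (ENSG00000064490, chromosome 19, 19192229 to 19201869) had 83.4 ± 3.65 and 81.3 ± 6.42, and RFX8 (ENSG00000196460, chromosome 2, 101397361 to 101474703) had 20.9 ± 0.923 and 15.8 ± 4.88 TPM (SD, n = 3 each). The log2 fold change of RFX8 was -0.41 (standard error 0.202, adjusted p = 0.275) in shNR4A2 cells and -0.65 (standard error 0.198, adjusted p = 0.0685) in shNR4A3 cells by edgeR's quasi-likelihood test. RFX8 passed the limit in shNR4A2 cells with shNR4A2 control replicate 2 left out (adjusted p = 0.0233) and with the replicate number as a block (adjusted p = 0.0275), and in shNR4A3 cells with shNR4A3 control replicate 2 left out (adjusted p = 0.00487), by DESeq2 (adjusted p = 0.04) and without a filter on low counts (adjusted p = 0.00159). With LPS, RFX8 in shNR4A3 cells (adjusted p = 0.689 by edgeR) passed it with shNR4A3 LPS replicate 2 left out (adjusted p = 0.031). RFX5 in shNR4A2 cells with LPS had a log2 fold change of -0.26 (standard error 0.0813, adjusted p = 0.0871), and passed the limit with the replicate number as a block (adjusted p = 0.00172) and with all 18 libraries in 1 fit (adjusted p = 0.0445).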

In shNR4A3 cells, the most enriched transcription factors were TAL BHLH Transcription Factor 1 Erythroid Differentiation Factor (*TAL1*), Transcription Factor 8 (*TCF8*) and Forkhead box P3 (*FOXP3*). Notably, *TAL1* and *FOXP3* were strongly expressed in the RNAseq data of both shNR4A2 and shNR4A3 cells (**Figure 9**), likely highlighting some of the co-regulated genes in cluster 3. 

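TAL1 (ENSG00000162367, chromosome 1, 47216290 to 47232220) had group means between 0.11 and 0.25 TPM and FOXP3 (ENSG00000049768, chromosome X, 49250436 to 49264826) between 0.054 and 0.61 TPM over the 6 groups. Both were under edgeR's filter on low counts in all 4 comparisons with shNT cells. In shNR4A2 control cells TAL1 had 0.135, 0.201 and 0.173 TPM and FOXP3 0.523, 0.504 and 0.808 TPM in the 3 libraries, and in shNR4A3 control cells TAL1 had 0.175, 0.437 and 0.140 TPM and FOXP3 0.0753, 0.0855 and 0 TPM.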

Of the remaining 8 transcription factors enriched in shNR4A3 cells, none were in the top 10 in shNR4A2 cells but several of them were just outside the top ten e.g. *RUNX1* (*AML1*) and *SOX17*. Interestingly, *p53* is in the top 10 for shNR4A3 cells. *NR4A3* has been identified as a novel and direct transcriptional target of p53 which triggers apoptosis and has a tumour- suppressive role (39).

**Figure 9:**
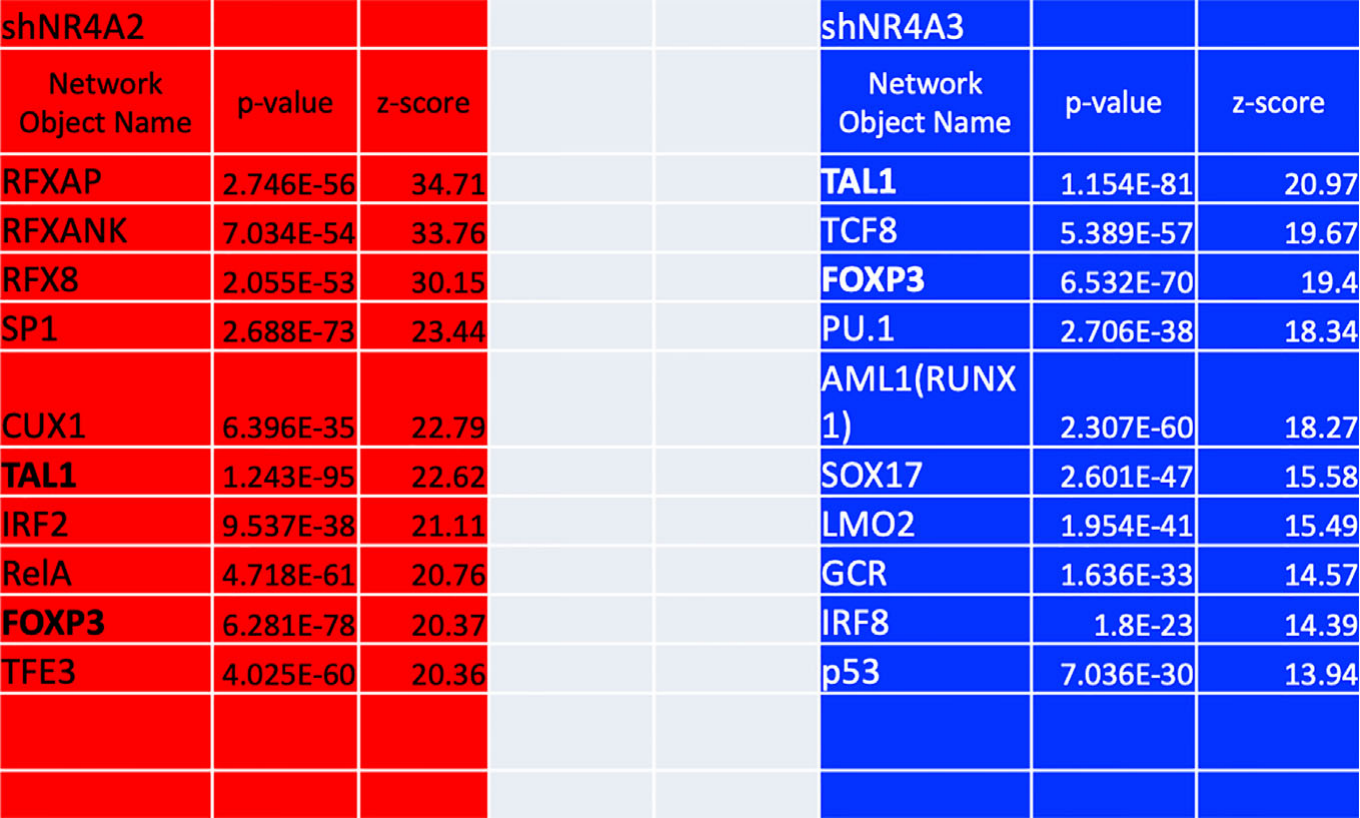
Transcription factor enrichment analysis of genes in *NR4A2* and *NR4A3* depleted cells. Table depicting the top 10 results ranked by z-score from Metacore transcription factor enrichment analysis performed on *NR4A2* (red) and *NR4A3* (blue) depleted cells. Network object name refers to the enriched transcription factor network, p-value refers to the statistical significance of the observation and z-score refers to the distance from the expected mean.

Taken together, this approach implicates several transcription factors that are overrepresented in differential gene expression signatures associated with shNR4A2 and shNR4A3 conditions. The most marked and convincing data is that RFX-associated genes are strikingly associated with shNR4A2 knockdown. Secondly, it is clear that many transcription factors are highly overrepresented in both shNR4A2 and shNR4A3 cells e.g. *TAL1* and *FOXP3*. The transcription factor analysis of shNR4A3 cells does not obviously point to a unique transcriptional regulator of shNR4A3-sensitive genes.

Given the strong signature for RFX-associated genes in our transcription factor enrichment analysis above we hypothesised that downstream genes associated with this transcription factor would map to cluster 1 (shNR4A2 selective) genes (**Figure 5**). Strikingly, this appears to be the case with RFX-associated genes clearly mapping to the HLA-family of genes involved in MHC protein expression and adhesion/presentation immune signalling (**Figure 10**). 

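Among class I genes, HLA-B (ENSG00000234745, chromosome 6, 31353872 to 31357188) had 411 ± 45.2 TPM in shNT control cells, 666 ± 92.3 in shNR4A2 control cells and 446 ± 68.4 in shNR4A3 control cells (SD, n = 3 each). Its log2 fold change in shNR4A2 cells by edgeR's quasi-likelihood test was 0.70 (standard error 0.133, adjusted p = 0.00936) without LPS and 0.73 (standard error 0.124, adjusted p = 0.00966) with LPS, the latter lost with shNT LPS replicate 2 left out (adjusted p = 0.0542). HLA-C (ENSG00000204525, chromosome 6, 31268749 to 31272130) had 0.58 (standard error 0.121, adjusted p = 0.0156) and 0.64 (standard error 0.130, adjusted p = 0.0209), calls that were lost with shNT control replicate 3 or shNR4A2 control replicate 1 left out (adjusted p between 0.0584 and 0.0786) and with shNT LPS replicates 2 or 3 or shNR4A2 LPS replicate 1 left out (adjusted p between 0.0506 and 0.0994). HLA-F (ENSG00000204642, chromosome 6, 29722775 to 29738528) had 2.56 (standard error 0.262, adjusted p = 0.000258) and 2.26 (standard error 0.217, adjusted p = 7e-04), at 0.57 ± 0.115 TPM in shNT and 3.38 ± 0.330 TPM in shNR4A2 control cells. None of the 3 was called in shNR4A3 cells, where the log2 fold changes without LPS were 0.17 (adjusted p = 0.496 by edgeR), 0.09 (adjusted p = 0.675) and 0.41 (adjusted p = 0.608). Between the 2 knockdown lines, shNR4A2 cells were higher than shNR4A3 cells in HLA-F by a log2 fold change of 2.15 (standard error 0.288, adjusted p = 0.00116) without LPS and 1.94 (standard error 0.202, adjusted p = 0.00292) with LPS. HLA-C had 0.49 (standard error 0.120, adjusted p = 0.048) and 0.53 (standard error 0.142, adjusted p = 0.101), the first lost with shNR4A2 control replicates 1 or 2 or shNR4A3 control replicates 1, 2 or 3 left out (adjusted p between 0.0724 and 0.238) and with all 18 libraries in 1 fit (adjusted p = 0.0576), and the second passing the limit by DESeq2 (adjusted p = 0.0265) and with the replicate number as a block (adjusted p = 9.77e-06). HLA-B had 0.53 (standard error 0.140, adjusted p = 0.0616) and 0.56 (standard error 0.149, adjusted p = 0.0972), and passed the limit with the replicate number as a block (adjusted p = 0.000204 and 5.24e-06), by DESeq2 (0.013 and 0.018) and, without LPS, with shNR4A2 control replicate 3 left out (adjusted p = 0.0202). Reads of these HLA genes may have been split between close copies.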

While HLA-genes associated with both MHC class I and MHC class II were identified as being related to the RFX transcription factors, genes associated with MHC class I were more selectively sensitive to shNR4A2 e.g. *HLA-B*, *HLA-C* and *HLA-F* in particular (**Figures 10A–C**). Thus, our unbiased combined bioinformatic approaches, demonstrated a clear divergence of (i) shNR4A2 cells towards enhanced gene expression of MHC class genes (likely *via* RFX transcription factors) (cluster 1), from (ii) genes that are non-redundantly co-regulated by shNR4A2 and shNR4A3 (cluster 3) (likely *via* transcription factors such as *TAL1*, *FOXP3*), from (iii) genes that are preferentially regulated by shNR4A3 and are associated with an enhanced interferon/viral response.

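The class II list held 16 genes, of which 14 were tested without LPS and 13 with LPS. CIITA, RFX5, RFXAP and RFXANK were among the 16, so that the list's values are not those of class II HLA genes alone. Without LPS its median log2 fold change was 0.31 in shNR4A2 cells, with 5 members called (edgeR's fry, adjusted p = 0.0561), and 0.32 in shNR4A3 cells, with 6 called (fry, adjusted p = 0.0337). With LPS the medians were 0.52, with 4 called (fry, adjusted p = 0.0563), and 0.50, with 5 called (0.00449). All members called over all genes were higher, while with LPS 1 member in each line was called lower adjusted over the list alone, and with the replicate number as a block 1 was called lower over all genes in shNR4A2 cells with LPS. The call in shNR4A3 control cells was lost without shNR4A3 control replicates 2 and 3 (0.0561 and 0.0563) and without shNT control replicates 1, 2 and 3 (0.0879, 0.0528 and 0.0784). It was also lost with the replicate number as a block (0.0777) and without the members the paper names (0.0656). In shNR4A2 cells the list was called without shNR4A2 control replicate 3 (0.0432) and, with LPS, without shNR4A2 LPS replicate 1 (0.00791). Between the 2 knockdown lines the list was not called without LPS (fry, adjusted p = 0.836) or with LPS (0.614), and its median without LPS was -0.03 where its mean was 0.01. HLA-DRA (ENSG00000204287, chromosome 6, 32439842 to 32445046) had log2 fold changes of 1.00 (adjusted p = 0.0202 by edgeR) in shNR4A2 and 0.99 (adjusted p = 0.00753) in shNR4A3 control cells, the first lost with shNT control replicates 2 or 3 or shNR4A2 control replicate 1 left out (adjusted p between 0.0616 and 0.0754). HLA-DRB1 (ENSG00000196126, chromosome 6, 32552990 to 32589848) had 0.75 (adjusted p = 0.00521) and 0.46 (adjusted p = 0.0138), the second lost with shNT control replicate 3 or shNR4A3 control replicates 1 or 3 left out (adjusted p between 0.0518 and 0.0646). HLA-DPB1 (ENSG00000223865, chromosome 6, 33075926 to 33087201) had 1.54 (adjusted p = 0.0318) and 1.61 (adjusted p = 0.0247) by edgeR, lost with shNT control replicates 2 or 3 or shNR4A2 control replicate 1 left out (adjusted p between 0.0987 and 0.141) and with shNT control replicates 2 or 3 or shNR4A3 control replicates 1 or 2 left out (adjusted p between 0.052 and 0.122). From its clusters, their enriched terms and the analysis of RFX factors taken together, the paper concludes that shNR4A2 cells diverge towards expression of MHC genes.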

**Figure 10:**
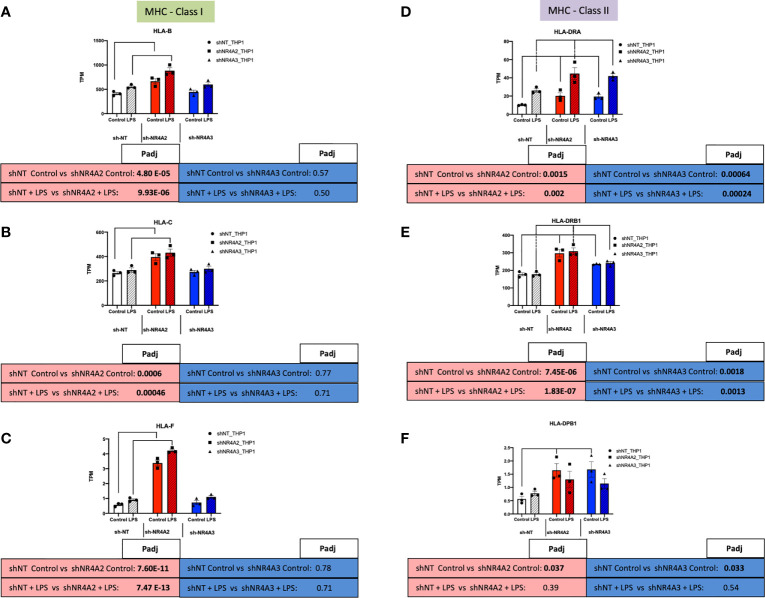
Knockdown of NR4A2 alters MHC Class1 gene expression. RAW TPM values (mean +/- SEM) extracted from RNA-seq for genes associated with MHC-Class I (green rectangles) and MHC-Class II (purple rectangles). Data shown for *HLA-B* **(A)** *HLA-C* **(B)** *HLA-F* **(C)** *HLA-DRA* **(D)** *HLA-DRB1* **(E)** and *HLA-DPB1* **(F)** in shNT-THP1 cells, shNR4A2-THP1 cells and shNR4A3-THP1 cells in the control (unstimulated state) and following LPS treatment (2.5μg/ml for 2hrs). N=3 independent experiments. Adjusted p-values (Padj) for specific comparisons are contained in the tables below the TPM data. Statistically significant Padj are denoted in bold font. Comparisons between shNR4A2 cells and control are denoted in the red boxes, comparisons between the shNR4A3 cells and control are denoted in the blue boxes. Statistically significant comparisons are further signposted using bars on the TPM graphs.

### Functional Assays That Differentiate Between *shNR4A2* and *shNR4A3*

Our dual bioinformatic approach suggests that transcripts associated with antigen presentation (**Figures 5** and **S4**) and MHC gene expression (**Figure 10**) are preferentially enhanced in shNR4A2 cells. We hypothesised that this increase in genes associated with antigen processing leads to a functional enhancement of antigen engagement. Using a fluorescent bead-based assay, which is a functional assay that models elements of the early stages of antigen presentation, we demonstrate that shNR4A2 cells have a significantly enhanced association with fluorescently tagged beads compared to control cells and shNR4A3 cells (**Figure 6A**).

While some responses/genes appear to be selectively regulated by shNR4A2 or shNR4A3 our RNA-seq data and bioinformatic analysis clearly suggest that some cellular responses are equally/comparably affected by loss of *NR4A2* or *NR4A3*. In a cell migration assay we observe a clear enhancement of cell migration of control THP-1 cells exposed to conditioned media from either shNR4A2 +LPS and shNR4A3 cells +LPS compared to conditioned media from non-target controls +LPS (**Figures 6B, D**). These data suggest that the secretion of chemotactic/pro-migratory factors is enhanced in both *NR4A2* and *NR4A3* depleted cells, and to a similar degree. We next investigated whether the classic chemotactic agent MCP-1 was involved in mediating cell migration in this model. Addition of an anti-MCP-1 neutralising antibody significantly attenuated the migratory phenotype in THP-1 cells suggesting that MCP-1 is at least in part responsible for the enhanced migration observed when cells were grown in conditioned media from shNR4A2 and shNR4A3 cells (**Figures 6C, D**).

## Discussion

NR4A family members are expressed in a range of different tissues and cells and are associated with a host of cellular responses including modulation of inflammation, apoptosis, metabolism and atherogenesis (15). *NR4A1* is most richly expressed in alveolar epithelial cells with expression also evident in blood, innate and adaptive immune cells. *NR4A2* is most richly expressed in granulocytes while *NR4A3* is most richly expressed in cardiomyocytes with lower expression in blood and immune cells (The Human Protein Atlas www.proteinatlas.org). Our data in (**Figures 7A–C**) is in agreement with expression data from wild-type THP-1s reporting that *NR4A1* is expressed the most, followed by *NR4A2* and *NR4A3* respectively in the unstimulated state (The Human Protein Atlas www.proteinatlas.org). As early response genes, *NR4A1*, *NR4A2* and *NR4A3* mRNA expression is enhanced in THP-1s by LPS stimulation at early time points in the region of 2hrs (**Figures 7A–C** and **S1**) consistent with our previous observations in these cells as well as primary PBMCs (30). In addition, all NR4A family members responded to LPS (**Figures 7A–C**) (28, 30, 40). The fold induction in *NR4A2* and *NR4A3* by LPS was much greater than that for *NR4A1* at 2hrs (**Figures 7A–C** and **S1A–C**), which has been reported previously. 

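In shNT cells the mean TPM with LPS was 2.41 times the control mean for NR4A1, 17.0 times for NR4A2 and 54.1 times for NR4A3. For NR4A3 the fold was 62.6 from TMM-normalized CPM and 63.2 from DESeq2's normalized counts. It was 52.7, 59.4 and 50.8 without shNT control replicates 1, 2 and 3, since it divides by a control mean of few counts.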

As mentioned, a direct transcriptomic approach has yet to be utilised to compare and contrast what pathways/targets are regulated by NR4A2 and NR4A3 in both the stimulated and unstimulated state in myeloid cells. Moreover, a comprehensive analysis of what targets specifically affect NR4A3 is particularly underappreciated in immune cells. Here, we sought to use a shRNA approach to determine the transcriptomic effects of NR4A2 & NR4A3 in THP-1 monocyte cells. This knockdown approach was effective in selectively and significantly depleting the RNA levels of *NR4A2* and *NR4A3* with the respective short-hairpin RNA delivered by lentiviral particles (**Figures 7D–F**).

Using an RNA-seq approach we analysed the effect of shNR4A2 and shNR4A3 compared to shNT-THP-1 in the unstimulated state as well as in the presence of LPS. While the transcript levels of *NR4A2* and *NR4A3* are quite low in the unstimulated state, knockdown of these genes resulted in a marked change in baseline transcription (**Figures 1**, **3**). When looking at the effect of *NR4A2* depletion, we observed several novel transcripts differentially expressed in addition to previously described genes e.g. *CTGF* (decreased) (30). 

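CTGF (ENSG00000118523, chromosome 6, 131948176 to 131951373) had a log2 fold change of -1.32 (standard error 0.175, adjusted p = 0.00128) without LPS and -1.57 (standard error 0.224, adjusted p = 0.00443) with LPS in shNR4A2 cells, by edgeR's quasi-likelihood test. In shNR4A3 cells it had -1.95 (standard error 0.182, adjusted p = 2.47e-05) without LPS and -1.28 (standard error 0.135, adjusted p = 0.000849) with LPS. Its TPM without LPS was 18.8 ± 1.54 in shNT cells, 7.57 ± 1.29 in shNR4A2 cells and 4.75 ± 1.08 in shNR4A3 cells (SD, n = 3 each). In all 4 comparisons every knockdown library lay below every shNT library.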

GO analysis revealed pathways that have been previously associated with *NR4A2* e.g. signal transduction, angiogenesis, and immune response, but also those that have not been reported to have significant NR4A2 involvement e.g. positive regulation of GTPase activity (**Figure 1C**) [although GTPase activity has been implicated in NR4A1 signalling (41)]. Interestingly, the knockdown of *NR4A3* resulted in a range of differentially expressed genes that were common to those affected by *NR4A2* e.g. *NCAM1*, (**Figure 3C**). GO analysis of *NR4A3* depleted monocytes revealed a particularly striking enrichment for the GO term cell adhesion. Our previous work has identified *CTGF* as a *NR4A3*-senstitive growth factor related to cell adhesion (30). We also must be mindful that NR4As can regulate each other, and this may explain some overlap in terms of downstream pathways within our analysis (30, 42).

LPS is a potent stimulus for monocytes stimulating a host of classic pro-inflammatory markers in our experiment e.g. *TNF* (**Figure S10B**), *CCL2* (**Figure S10C**), *TLR7* (**Figure S12A**) as well as *NR4A2* (**Figure 7B**) and *NR4A3* (**Figure 7C**) themselves. Indeed, *NR4A2* and *NR4A3* have been reported to regulate immune signalling in several ways including acting in concert with NF-kappaB family members (28). 

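In shNT cells, TNF (ENSG00000232810, chromosome 6, 31575567 to 31578336) went from 65.3 ± 11.8 TPM to 2118 ± 136 TPM with LPS and CCL2 (ENSG00000108691, chromosome 17, 34255218 to 34257203) from 10.8 ± 3.31 to 102 ± 33.6 TPM (SD, n = 3 each), log2 fold changes of 5.23 (standard error 0.145, adjusted p = 4.48e-12) and 3.46 (standard error 0.240, adjusted p = 1.1e-07) by edgeR's quasi-likelihood test. TLR7 had a log2 fold change with LPS of 5.37 (standard error 0.277, adjusted p = 3.63e-09) and reached 10.1 ± 1.82 TPM. In shNR4A2 cells the log2 fold changes with LPS were 5.14 for TNF (adjusted p = 4.4e-09 by edgeR) and 3.36 for CCL2 (adjusted p = 1.24e-06), and in shNR4A3 cells 6.14 (adjusted p = 9.36e-09) and 4.73 (adjusted p = 5.96e-07). In the unstimulated state both were lower in shNR4A3 than in shNT cells, TNF by a log2 fold change of -1.02 (standard error 0.211, adjusted p = 0.0097) and CCL2 of -1.56 (standard error 0.248, adjusted p = 0.00181) by edgeR, the call of TNF being lost with shNT control replicate 2 left out (adjusted p = 0.0547).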

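Across genes, which are not independent replicates, the log2 fold changes of shNR4A2 against shNT cells with and without LPS had a Pearson correlation of 0.775, and those of shNR4A3 one of 0.684. Among the genes called without LPS the correlations were 0.954, with 98.7% of genes of the same sign, and 0.925, with 96.7%. The interaction of shNR4A2 and LPS called 0 genes by edgeR, with 365 at an unadjusted p under 0.05. With the replicate number as a block 681 had such a p. Both are fewer than chance alone gives, so that 0 calls are not evidence of no difference. DESeq2 called 2 and the fit with the replicate number as a block 8. Without shNR4A2 LPS replicate 2 edgeR called 8, and without a filter on low counts 29. On simulated data with 200 changed genes among 16674, the same interaction test recovered 86.5% of them. Those changes were at least 2-fold and in genes above a floor of expression, so that recovery of smaller differences was not tested. From the similar lists in the presence and absence of LPS, the paper states that loss of NR4A2 or NR4A3 largely affects the same genes regardless of LPS.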

To our surprise depletion of *NR4A2* or *NR4A3* in the presence of LPS resulted in a comparatively similar expression profile to the unstimulated. i.e. while LPS clearly altered gene expression in the cells, loss of *NR4A2* or *NR4A3* largely resulted in the same genes and pathways being affected regardless of LPS stimulation. E.g. (i) *POU4F2* and *HUNK* were the most differentially expressed genes in shNR4A2 knockdown cells with and without LPS. (ii) *CACNA2D1* and *MCF2* are the top two most differentially expressed genes in shNR4A3 knockdown cells with and without LPS. (iii) Angiogenesis is in the top 3 enriched GO terms in shNR4A2 knockdown cells with and without LPS (iv) Cell adhesion is the top GO term in shNR4A3 knockdown cells with and without LPS. Taken together these data indicate that NR4As are not only capable of exerting their signalling role against a background of a pro-inflammatory stimulus (LPS) and NF-kappaB activation, but also in the basal/unstimulated state where their depletion has marked transcriptional consequences. These data are consistent with NR4A2 and NR4A3 being constitutively active nuclear receptors and has implications for the understanding of their role in immune cell homeostasis. This observation of distinct and common roles for NR4A2 and NR4A3 is also clearly in evidence in our clustering analysis with remarkable similarity between the clusters identified in (**Figure 5**) (knockdown of *NR4A2* or *NR4A3* in the unstimulated state) and clusters identified in (**Figure S4**) (knockdown of *NR4A2* or *NR4A3* with LPS treatment) E.g. cluster 1 & 4 are both enriched for GO terms associated with antigen processing and presentation and cluster 3 & 6 are both enriched for GO terms associated with cellular response to interferon-alpha. 

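With LPS, edgeR called 694 genes at an adjusted p under 0.05 with shNR4A2 alone, 614 with shNR4A3 alone and 391 with both, 382 of the last in the same direction. For independent lists among the 15300 genes tested in both, 71.3 shared genes are expected, and 20 simulations of independently changed lines against the same shNT libraries gave 48.0 on average and 63 at most. The shared list was 1924 with the replicate number as a block, against 974.7 expected for independent lists. It depended on single libraries, with 194, 109 and 132 genes without shNT LPS replicates 1, 2 and 3. It held 232 without shNR4A2 LPS replicate 1, and 250 and 224 without shNR4A3 LPS replicates 1 and 3. In the direct comparison of the 2 knockdown lines, 154 of the genes called with shNR4A2 alone (22.2%), 113 of those called with shNR4A3 alone (18.4%) and 23 of those called with both (5.90%) differed. A block on the replicate number, which pairs these libraries, raised these shares of the same lists to 75.4%, 66.4% and 32.5%. Of the matched genes of the paper's clusters with LPS (929, 786 and 572), 64.4%, 65.6% and 66.6% fell into the same list here, from a copy of Supplementary Data Table 12 that lists 934, 790 and 576 genes, each 1 fewer than the total it states. The log2 fold changes of the 2 knockdowns had a Pearson correlation of 0.598 across genes and a Spearman correlation of 0.523, against a Pearson correlation of 0.498 for simulated unchanged lines and 0.225 (0.242 at most) for independently changed ones. The same sign was found in 68.9% of genes, against 66.4% and 64.6% in these simulations.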

Intriguingly, most studies or reviews published by ourselves and others describe the NR4As as immediate early response genes, activated by a plethora of mediators. This dogma perhaps underestimates their role in the unstimulated state within a given cell type. One could postulate, based on the data presented here that NR4A2 and NR4A3 in the basal state primes the monocytic response to a given stimulus. 

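Of 2453 genes called at an adjusted p under 0.05 with either knockdown in either state, 754 (30.7%) were called only without LPS, 711 only with LPS and 988 in both states, and 206 were called in all 4 comparisons. A gene called in 1 state alone is not thereby shown to differ between the states. The interactions of shNR4A2 and shNR4A3 with LPS, which test that difference, called 0 genes each by edgeR and 2 and 10 by DESeq2. The share called only without LPS was 25.2% by DESeq2 (726 of 2878 genes), 22.9% without a filter on low counts, 19.6% with all 18 libraries in 1 fit and 17.7% with the replicate number as a block. Reporting this share was decided after the data were seen.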

Interestingly, approximately one quarter of our gene set were only regulated by *NR4A2* or *NR4A3* in the basal/unstimulated state (top left of Venn diagram **Figure S5**). Taken together these data suggest an important and intrinsic role for *NR4A2* and *NR4A3* in monocytes in the unstimulated state.

While NR4A2 and NR4A3 have previously been described to affect the expression of target gene and protein levels to a comparable degree e.g. TNFα and MCP-1 (28), the response of *HUNK* to knockdown of *NR4A2* and *NR4A3* is remarkably similar. Depletion of *NR4A2* or *NR4A3* significantly reduces the levels of *HUNK* in THP-1 monocytes in the presence and absence of LPS. NR4A2 and NR4A3 share significant structural and sequence similarity and regulate genes through direct binding to DNA at specific sites as well as part of a transcriptional regulatory complex involving multiple proteins. Using *HUNK* as an exemplar it is clear that a sub-set of NR4A-sensitive genes are regulated non-redundantly i.e. loss of either *NR4A2* or *NR4A3* is sufficient to attenuate *HUNK* levels. This suggests that NR4A2 and NR4A3 are activators of *HUNK* in the unstimulated state and that NR4A2/NR4A3 heterodimer formation at the promoter of the *HUNK* gene could potentially explain our data. The role of functional redundancy of NR4A family members has been considered previously (43).

In contrast to the pattern observed for *HUNK* with *NR4A2* and *NR4A3* depletion, *POU4F2* gene expression is markedly enhanced with depletion of *NR4A2* alone. This suggests that NR4A2 is normally a repressor of this transcript and that there is de-repression with shNR4A2. Loss of *NR4A3* is completely without effect on *POU4F2*. NR4A2 is known to regulate gene transcription through recruitment of the CoREST repressor complex. This repressor complex can then displace the binding of other transcriptional complexes e.g. NF-kappaB (36). Thus, despite strong sequence similarity a sub-set of genes are selectively regulated by NR4A2. The same is true for *NR4A3* with *CACNA2D1* as an exemplar. Expression of this calcium channel associated gene is markedly enhanced with depletion of *NR4A3* alone. This suggests that NR4A3 is normally a repressor of this transcript and that there is de-repression with shNR4A3. Loss of *NR4A2* is without effect on *CACNA2D1*. 

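In shNR4A2 cells CACNA2D1 had 0.184 ± 0.0716 TPM without LPS and 0.153 ± 0.0949 TPM with LPS (SD, n = 3 each). These means were 2.92 and 3.09 times those of shNT cells, from few counts, and the libraries of the groups overlapped (exact permutation test, 2-sided, p = 0.2 and p = 0.3). The gene was under edgeR's filter on low counts in both comparisons, though the larger change in shNR4A3 cells was called against the same shNT libraries.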

NR4A3 is known to regulate gene expression through monomeric binding to NGFI-B Response Elements (NBREs) and *via* homodimers at Nur-responsive elements (NurREs). NR4A3 however, cannot bind the retinoid X receptor (RXR), unlike NR4A1 and NR4A2 which both heterodimerise with RXR to regulate retinoid signalling (20). It is possible that this NR4A3 selectivity is due to the unique NR4A3-interactome required for selective gene expression (recently reviewed by (24)).

To try and better understand the specific patterns of gene regulation with *NR4A2* and *NR4A3* knockdown better we computationally analysed the promoter regions (-5000bp) of key exemplar genes for evidence of NBREs and NurREs. Of the genes we examined (*CACNA2D1*, *HUNK*, *AKR1C2*, *NCAM1*, *HLA-F*, *MCF2*, *IFI27*, *AKR1C2*), *CACNA2D1* was the only gene with an exact (AAAGGTCA) NBRE sequence (-1104bp). *HUNK* (-216bp) and *AKR1C2* (-2949bp) had an NBRE lacking the final nucleotide (AAAGGTC) while *NCAM1* (-1094bp) and *HLA-F* (-3273bp) had an NBRE lacking the first nucleotide (AAGGTCA). The first and last nucleotides of this NBRE sequence are the most dispensable and sequences lacking these nucleotides remain permissive for binding (44). Thus, while several of our genes of interest contain NBRE sequences in their promoter regions, their presence can’t fully explain the pattern of expression we observe. For example, *HUNK* and *AKR1C2* both share a partial NBRE sequence (AAAGGTC), but *HUNK* is clearly regulated by both NR4A2 and NR4A3 (**Figure 8B**) while *AKR1C2* is NR4A2 selective (**Supplementary Data Table 11**). Similarly, *NCAM1* and *HLA-F* both share a different partial NBRE (AAGGTCA) sequence and likewise display differential expression with *NCAM1* regulated by both NR4A2 and NR4A3 (**Figure 8C**) while *HLA-F* is NR4A2 selective (**Figure 10C**). Furthermore, when we screened genes for the NurRE sequence (TGATATTTACCTCCAAAATCCA) we did not observe a perfect alignment in any of our selected 8 genes. Alignment scores similarly for the NurRE furthermore did not differentiate between genes that respond differently to depletion of *NR4A2* and *NR4A3*.

Thus, there is clear evidence of a complex interplay between NR4A2 and NR4A3 with respect to the regulation of gene expression in monocytes. To understand this better we generated the discrete clusters (**Figure 5**) isolating genes that are selectively NR4A2 sensitive (cluster 1), genes that are co-regulated by NR4A2 and NR4A3 (cluster 2) in addition to genes selectively regulated by NR4A3 (cluster 3). This approach clearly segregated genes that were selectively regulated by NR4A2 compared to NR4A3 and in turn identified biological pathways that appear to be preferentially or selectively regulated in each cell type e.g. antigen processing for NR4A2 and response to interferon -alpha for NR4A3. While there is evidence of redundancy with respect to NR4A signalling, Boulet et al. recently reported non-redundant roles for NR4A1 and NR4A3 in murine monocytes (31). This has been linked to differential expression levels of NR4A family members in different cell sub-types but could also be a feature of unique signalling modalities. Thus, our data strongly support the concept of both redundant and non-redundantly regulated NR4A target genes in monocytes.

Taking a complimentary bioinformatic approach, we next used Metacore software to perform transcription factor interactome analysis on significantly differentially expressed transcripts from *NR4A2* and *NR4A3* depleted cells **(Supplementary Data Tables 9**, **10**). We hypothesised that this would provide additional mechanistic insight into how NR4A2-selective signalling differs from NR4A3-selective signalling. Interestingly, Metacore analysis of shNR4A2 cells showed a marked and selective enrichment for RFX associated transcription factors in *NR4A2* depleted cells that was not present in *NR4A3* depleted cells. These data suggest that there is a statistically significant enrichment/over-representation of genes known to be regulated by RFX transcription factors in shNR4A2 cells. RFX transcription factors form a complex that binds the X box motif of certain MHC class II gene promoters leading to transcriptional activation (45). Intriguingly, when we then examined the differentially expressed genes associated with the top GO terms identified in cluster 1 E.g. GO:0002480/GO:0002483/GO:0019885, terms associated with “antigen processing and presentation of endogenous peptide antigen, these same genes were interacted to RFX-transcription factors in our transcription factor analysis. Thus, our two non-biased bioinformatic approaches led to strikingly similar conclusions. Furthermore, our transcription factor analysis suggests that RFX-transcription factors are associated with the activation of MHC associated genes. These RFX-associated genes are shown in (**Figure 10**) and sub-divided into genes related to MHC Class I or MHC Class II signalling. In response to *NR4A2* depletion all of these transcripts are significantly elevated, some with modest fold changes e.g. *HLA-C* (**Figure 10B**) and some more potently e.g. *HLA-F* (**Figure 10C**). These data suggest that NR4A2 is a repressor of MHC gene expression and that loss of *NR4A2* may enhance antigen presentation in *NR4A2* depleted cells.

While our observations regarding RFX-associated genes and *NR4A2* depletion are the most novel findings from the transcription factor interactome analysis there were several other observations of note from these data. Several transcription factors were highly enriched in both *NR4A2* and *NR4A3* depleted cell e.g. *TAL1* and *FOXP3*, consistent with the concept of NR4A2 and NR4A3 having co-regulatory roles for several genes. TAL1 is an activator of cyclin D1 (*CCND1* **)** (46) and VEGFR2 (47) both of which are affected by depletion of *NR4A2* and *NR4A3*. FOXP3 is an inhibitor of *NCAM1* (which is equally affected by depletion of *NR4A2* and *NR4A3* (**Figure 8C** cluster 2) (48, 49) and NR4A family members transactivate the expression of *FOXP3*, which is essential for generation of T regulatory cells (50). Furthermore, another study has identified a role for NR4As and FOXP3 in the regulation of Cytotoxic T- Lymphocyte Associated Protein 4 (*CTLA4*) (51). Thus, there is clearly established cross talk between NR4As and FOXP3. Taken together our transcription factor analysis suggests (i) a selective enrichment of RFX associated genes in cells deficient in *NR4A2* (ii) enrichment of TAL1 and FOXP3 associated genes in both *NR4A2* and *NR4A3* depleted cells and (iii) no clear evidence for a transcription factor selectively/uniquely associated with *NR4A3*.

Our data to date has outlined novel insights into the role of NR4A2 and NR4A3 for gene expression. We next investigated the functional consequences for depletion of these genes in monocytes. Using a fluorometric functional assay that models elements of the early stages of antigen presentation i.e. antigen attachment and/or internalisation we observed a selective increase in fluorescently tagged beads with *NR4A2* depleted cells compared to either control or *NR4A3* depleted cells in the unstimulated state (**Figure 6A**). This selective behaviour of the *NR4A2* depleted cells is aligned with our *in silico* data from (**Figures 5** and **S7**, **S8**) where genes in the *NR4A2* selective cluster 1 were enriched with genes associated with antigen presentation and interacted with RFX transcription factors discussed above (**Figure 9**). Thus, this functional assay supports and helps to validate the bioinformatic analysis of our RNA-seq experiment. Furthermore, our previous study centred on the role of adenosine signalling and the NR4As (28) demonstrated in the exact same cell lines that other elements relating to antigen presentation were selectively enhanced in shNR4A2 cells compared to shNR4A3 cells. The antigen presentation proteins MHC class II (52), CCR7 (53), CD86 and CD80 (54) were all selectively enhanced in shNR4A2 cells compared to shNR4A3 cells in this study (28). We propose that loss of *NR4A2* may change MHC gene expression *via* RFX-dependent transcriptional activity.

Using a distinct cell migration assay, we observed an increase in migrated cells upon exposure to conditioned media from *NR4A2* and *NR4A3* depleted cells treated with LPS (**Figures 6B**, **D**). Thus, both *NR4A2* and *NR4A3* depleted cells are capable of secreting comparable chemotactic agents, (downstream of gene expression changes identified here) that stimulate the migration of monocytes. (**Figures 6C, D**) demonstrates that use of a neutralising antibody targeted to MCP-1 significantly attenuates migration of monocytes in this system. Notably, we have previously reported increased levels of MCP-1 in media taken from shNR4A2 and shNR4A3 cells treated with LPS (30). Interestingly, in our clustering analysis (**Figure S5**), cluster 7 reveals the GO term ‘negative regulation of chemokine-mediated signalling pathway’ as being the most enriched GO term amongst the 276 genes that are NR4A2 and NR4A3 sensitive both in the unstimulated and stimulated state. Thus, our cell migration functional assay further supports and helps to validate our bioinformatic analysis. While, not addressing every pathway implicated in this study, the functional assays in (**Figure 6**) strongly support our bioinformatic approach as a whole.

As mentioned earlier, the NR4As play pivotal roles in numerous inflammatory diseases, and often aberrations in their expression can be both protective or pathogenic depending on the disease in question, as shown in conditions such as atherosclerosis and arthritis (6, 37, 55, 56) Understanding the distinct, and shared processes each NR4A member governs in specific cell types is important when considering this dynamic nature. Building on our informatic data we have functionally confirmed a distinct role for NR4A2 in antigen presentation, a process important in a classically activated monocyte. This role of NR4A2 in regulating such responses has been published in numerous studies (28, 30, 36, 37). Regarding NR4A3 and its proposed distinct role in viral responses, we recall previous work showing NR4A3 is important in dendritic cell responses following exposure to Newcastle disease virus and murine cytomegalovirus (57), and hypothesise such a mechanism may also exist as evidenced here in monocyte cells. Lastly, the ability to modulate the expression of specific NR4As, through exogenous agents, has expanded over the last decade (15, 58). A greater understanding of the specific pathways each NR4A governs, in specific cell types, will better inform how they can be targeted as a therapeutic approach. For example, modulating NR4A2 to alter the inflammatory phenotype of a myeloid cell, or NR4A3 to alter viral responses.

Taken together, these data clearly underscore the ability of our experimental approach to discriminate between signalling selectively regulated by NR4A2 compared to signalling co-regulated by NR4A2 & NR4A3, compared to signalling selectively regulated by NR4A3. This information can be harnessed to better understand the role of the NR4As in disease and inform new therapeutic approaches.

## Limitations

This study has provided significant additional mechanistic insight into the role of NR4A2 and NR4A3 family members in monocytes. In our efforts to try and dissect distinct signalling roles for each NR4A, we segregated data or clustered genes with specific cut-off criteria based on a p-adj of </=0.05. It is possible that with additional experimentation some genes could reach this threshold of significance and consequently move from one cluster to another. Thus, our approach reveals genes that are selective in the context of our study and should not be considered absolute or universally applicable to other settings. We have focused our study on *NR4A2* and *NR4A3* in undifferentiated monocytes. Future work, beyond the scope of the current study could integrate these findings with *NR4A1*, which is known to play an important role in the development of LY6C- ‘patroling monocytes’ (59, 60). NR4A1 levels in monocytes are also known to influence the outcome in models of disease e.g. myocardial infarction (61), neuroinflammation (62) and intestinal disease (63). Indeed, IFI-27 (an anti-viral protein) which was preferentially regulated in shNR4A3 cells (**S11A**) has been demonstrated to be a specific NR4A1 binding protein in vascular cells and serves to downregulate NR4A1-dependent transcriptional activity (64).

THP-1s and monocytes in general express relatively low levels of NR4A family members, with *NR4A3* being the least well expressed of the 3 in the unstimulated state. Our data is most convincing in identifying genes regulated by loss of *NR4A2* in addition to those regulated by loss of both *NR4A2* and *NR4A3*. While we observe a separation of genes associated with loss of NR4A3 alone in the direction of viral responses, we did not observe a unique transcriptional regulator in shNR4A3 cells using Metacore. In general, we observed slightly fewer genes to be regulated by NR4A3 (**Figures 3** and **4**) compared to NR4A2 (**Figures 1**, **2**). This could be explained by a more modest degree of knockdown in our stable cells (49% Vs 66% in the presence of LPS (**Figures 7E, F**) or due to the fact that *NR4A3* is relatively less well expressed in monocytes in the unstimulated state (**Figures 7B, C**).

In a transcriptomic study of this kind, it is not possible to follow-up and validate every pathway or gene that is identified as being of potential interest. Notwithstanding, this study provides an important dataset as a valuable resource for future hypothesis-driven experiments. The data we have generated also has the potential to impact the evolution of NR4A2 and NR4A3 ligands where modulating NR4A agonist/antagonist activity may be appropriate in controlling monocyte differentiation and monocyte specific cell functions. This is a current growth area in the field and it has been nicely demonstrated that several drugs that modulate *NR4A1/NR4A3* expression and function (65).

## Conclusions

In this study we have sought to use incisive bioinformatic analysis of a robust RNA-seq analysis to reveal novel mechanistic insights into the role of NR4A2 and NR4A3 in monocytes in both the unstimulated and stimulated state. These insights are supported by functional studies revealing a divergence in phenotypes between *NR4A2*- and *NR4A3*-depleted cells depending on the specific function e.g. antigen interaction vs cell migration (**Figure 6**). Taken together this study which will enhance our knowledge of the poorly understood pleiotropic NR4A family members *NR4A2* and *NR4A3*.

## Data Availability Statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO)repository, accession number GSE178391.

## Author Contributions

DP and EC designed the RNA-seq experiments. DP performed the RNA-seq experiments. DP and EC performed the bioinformatic analysis. CM and SA performed experiments relating to the RNA-seq data. MS and JS performed the transcription factor analysis. TH performed the promotor sequence analysis. EM and DC generated the knockdown cell lines and designed the functional assays. DP, EC and DC wrote the manuscript with critical input from all authors. DP and EC edited the final manuscript. All authors contributed to the article and approved the submitted version.

## Funding

EC, DP and CM are funded by an SFI Career Development Award (15/CDA/3490).

MS and JS are funded by HL-147070. SA is funded by the Saudi Arabian Cultural Bureau (SACB).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

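RNA was measured in 18 libraries of THP-1 cells, from 3 lines (shNT, shNR4A2 and shNR4A3) without LPS or with LPS at 2.5 μg/ml for 2 h, 3 libraries in each of 6 groups. The authors made polyadenylated libraries, sequenced them from both ends on a HiSeq and deposited whole-number read counts per Ensembl gene, without normalization. The aligner, the counting tool and the genome build are not stated, and the positions in the deposited tables are those of GRCh38. The deposited tables hold 57500 genes with the length in bases of their merged exons. Gene symbols were taken from GENCODE 29 for 56898 of the genes, 54784 of which lie at the same position there, and 602 had no symbol. A symbol stood for more than 1 gene in 154 cases, and results were kept by Ensembl gene. No 2 libraries held identical counts. Conditions were taken from the deposited sample descriptions alone.

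Total counts per library ran from 16171161 to 23929138, and 46226 genes had a count in at least 1 library. At this depth, small changes in genes of a few counts per library cannot be detected. TPM was the count divided by the deposited length, scaled to the same sum in every library. Fold changes and tests used edgeR 4.0.16 in R 4.3.3, with filterByExpr at its defaults, TMM normalization and the quasi-likelihood F test, each comparison fitted on its own 6 libraries (12 for an interaction of line and LPS). P-values were adjusted by Benjamini and Hochberg over the genes tested, and the limits were an adjusted p under 0.05, with a 2-fold change where the paper uses it. Standard errors are those of the log2 fold change in the same fit. Single genes were also compared by an exact permutation test of the TPM of 3 libraries against 3. Principal components used the 500 most variable genes, as log2 CPM with a prior count of 2. Lists of 16 class I antigen presentation genes, 16 class II genes and 30 interferon-stimulated genes were tested with fry, adjusted over 18 tests. The class II list includes CIITA, RFX5, RFXAP and RFXANK. The lists hold genes the study chose on these samples.

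Named genes followed a rule: every gene that the paper's Results or Discussion names for these libraries or that Figures 1D to 4D, 5B, 7, 8, 9 or 10 print, the members of the 3 lists, and in each of the 4 knockdown comparisons, the interaction and the direct comparison of the knockdown lines the 5 higher and 5 lower genes with the largest log2 fold change among those called whose groups did not overlap. For LPS, TNF, CCL2, CCL20 and IL6 were added. The values in the paper's tables had been seen when the rule was written.

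Alternatives were DESeq2 1.42.0, its size factors in edgeR (RLE), no filter on low counts, the replicate number as a block, all 18 libraries in 1 fit, a test against the 2-fold limit (glmTreat), a limit of 1.4-fold, other transformations for the principal components, camera (limma 3.58.1) with a preset correlation of 0.01 or an estimated one, lists without the members the paper names, and each library left out in turn. These choices, the comparisons and the gene lists were set before the data were examined. The overlaps of each knockdown with and without LPS and the share of genes called only without LPS were added after the data were seen. Whether replicate numbers pair the libraries was tested by the correlation of residuals of libraries with the same number, with a limit of 0.1 in each of the 3 replicates. They did in all comparisons but shNR4A3 against shNT without LPS and LPS against control in shNT cells. With the 5000 most expressed genes, LPS in shNT cells alone stayed under the limit.

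The procedure was tested on simulated data with 200 changed genes in each comparison. The changes were at least 2-fold and in genes above a floor of expression, so that smaller changes were not tested. Of the 200 changed genes, edgeR recovered between 84.5% and 98.5%, with 2.07% to 9.14% false calls. DESeq2 recovered between 87.5% and 97.5%, with 6.86% to 16.4% false calls. Fry called a list of 30 unchanged genes in 5 of 100 draws, and a list shifted by a log2 of 0.5 in 100 of 100. Genes were drawn independently there and p was not adjusted over the 18 tests. These rates may thus not hold for lists of genes that vary together. Left out were the gene ontology and pathway enrichments, for which no annotation was at hand, the search for binding motifs, for which no genome sequence was at hand, and the assays other than sequencing, which were not analysed here.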

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

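The splits of the libraries into other groups were tests chosen only after the results were seen, while the thinning of libraries was planned before.

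Genes were called between the 2 knockdown lines. In the direct comparison of shNR4A2 with shNR4A3 cells, edgeR called 480 genes without LPS and 362 with LPS at an adjusted p under 0.05. Of the 10 ways to split the 6 libraries 3 against 3, the real one gave the largest count in both states (1 of 10) and the other 9 gave 0 genes. The count of splits cannot exclude chance, since 10 splits allow no smaller share. With every library thinned to the smallest of the 18, which argues against library size as the cause, 473 and 341 genes were called. The lowest count with 1 library left out was 249 without LPS (shNR4A3 control replicate 1; 251 without replicate 3) and 94 with LPS (shNR4A3 LPS replicate 1; 97 without replicate 3, 147, 196 and 217 without shNR4A2 LPS replicates 1, 2 and 3, and 185 without shNR4A3 LPS replicate 2). A different target of the hairpins is the biological explanation the design names. The data hold 1 line per target, so that effects of the hairpin's sequence, of its insertion site or of growth of the line cannot be told apart from loss of the target, and these were not tested.

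Between the 2 knockdown lines, the 5 higher and 5 lower called genes with the largest log2 fold change in each state include some that neither the paper's text nor its figures name. Without LPS, the log2 fold change of shNR4A2 over shNR4A3 cells by edgeR's quasi-likelihood test was 4.07 for GNG11 (ENSG00000127920, chromosome 7, 93921699 to 93928610) (adjusted p = 0.00462), 4.00 for SOWAHC (ENSG00000198142, chromosome 2, 109614334 to 109618990) (adjusted p = 0.00329), -4.36 for PTPN13 (ENSG00000163629, chromosome 4, 86594315 to 86815171) (adjusted p = 0.00113) and -2.69 for EPHA7 (ENSG00000135333, chromosome 6, 93240020 to 93419547) (adjusted p = 5.8e-06). With LPS it was 4.47 for PRG2 (ENSG00000186652, chromosome 11, 57386794 to 57390657) (adjusted p = 0.0127), 3.80 for CAVIN3 (ENSG00000170955, chromosome 11, 6318946 to 6320647) (adjusted p = 0.00384), -2.64 for EPHA7 (adjusted p = 4.97e-05) and -2.48 for SYDE2 (ENSG00000097096, chromosome 1, 85156873 to 85201046) (adjusted p = 0.0134). The call of PRG2 was lost without shNR4A3 LPS replicate 1 (adjusted p = 0.0691) or 3 (0.054), and that of SYDE2 without shNR4A3 LPS replicate 1 (0.0596). In each, every library of the higher line lay above every library of the lower one. Some rest on few counts, where the fitted value depends on the prior count. Over 3 libraries each, GNG11 had 49 counts in shNR4A2 against 2 in shNR4A3 cells, a ratio of 19.7 (95% counting interval 5.18 to 167), SOWAHC 67 against 3, a ratio of 18 (5.89 to 89.4), and PTPN13 4 against 71, a ratio of 22.1 in favour of shNR4A3 cells (8.24 to 83.2). With LPS, PRG2 had 76 against 3, a ratio of 25.0 (8.25 to 124), and CAVIN3 76 against 5, a ratio of 15 (6.16 to 47.6). EPHA7 moved apart from shNT cells in both lines. Without LPS it was lower in shNR4A2 cells by a log2 fold change of -1.13 (standard error 0.207, adjusted p = 0.00774) and higher in shNR4A3 cells by 1.57 (standard error 0.147, adjusted p = 2.51e-05) by edgeR. The genes are listed in the paper's supplementary tables. The explanations left open above hold here too, and no technical one was tested for single genes.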

How the results depend on the processing

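The overlaps of each knockdown with and without LPS and the share of genes called only without LPS were tests chosen only after the result was seen. Correlations with different shNT libraries were planned, and were read as a test of a cause only after the result was seen.

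The counts of genes called at 2-fold against shNT cells stayed within 1.5 times with DESeq2, RLE size factors, no filter on low counts and all 18 libraries in 1 fit. The cause of the changes below was not tested, except where the alternative asks for more. A test against the 2-fold limit asks for more than the limit itself and called 38 and 27 genes in shNR4A2 cells and 35 and 31 in shNR4A3 cells (without and with LPS), and 554, 628 and 737 with LPS in shNT, shNR4A2 and shNR4A3 cells. A limit of 1.4-fold asks for less and called 886, 903, 810 and 797, and 2578, 2694 and 3212.

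Without a filter on low counts, the genes at an adjusted p under 0.05 were 1611 and 1843 in shNR4A2 cells (without and with LPS) and 1839 in shNR4A3 cells with LPS. They were 838 and 1102 between the knockdown lines, 628 and 838 with both knockdowns, 1059 and 884 with and without LPS in shNR4A2 and shNR4A3 cells, and 29 and 138 for the interactions of shNR4A2 and shNR4A3 with LPS.

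With the replicate block, 622 genes were called at 2-fold in shNR4A2 cells with LPS. At an adjusted p under 0.05 the replicate block gave 3733 and 4385 in shNR4A2 cells, 2267 and 3401 in shNR4A3 cells, 1800 and 3666 between the lines, 1336 and 1924 with both knockdowns, 2628 and 1480 with and without LPS, and 8 and 22 for the interactions. The share called only without LPS was 17.7%. The class I list in shNR4A3 cells without LPS gained a call (fry, adjusted p = 0.0357) and the class II list lost one (0.0777). With all 18 libraries in 1 fit, 1691 genes were called in shNR4A2 cells with LPS, 1032 between the lines with LPS and 927 in shNR4A2 cells with and without LPS, and the share only without LPS was 19.6%. DESeq2 called 700 genes between the lines with LPS and 2 and 10 for the interactions, and gave NR4A3 in shNR4A3 cells without LPS a log2 fold change of -2.52 with no adjusted p.

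The correlation of the 2 knockdowns' effects was 0.662 without and 0.693 with LPS over called genes alone. With different shNT libraries behind them it was 0.360, 0.379 and 0.389 without LPS and 0.363, 0.431 and 0.391 with LPS. The first principal component held, in the order shNR4A2 without and with LPS and shNR4A3 without and with LPS, 44.0%, 45.9%, 43.9% and 46.9% with all genes, 53.9%, 59.4%, 52.8% and 56.6% with a prior count of 0.5, 80.1%, 71.4%, 77.8% and 77.3% after DESeq2's vst and 79.9%, 71.5%, 77.8% and 77.1% after its rlog, and the groups lay apart on it in all of these. The fold of NR4A3 with LPS was 62.6 from TMM CPM and 63.2 from DESeq2's normalized counts.

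For the lists, camera with the preset correlation gave an adjusted p of 0.129 for class I in shNR4A3 cells with LPS, 0.000864 and 0.000673 for class II in shNR4A2 cells, and 3.05e-06 and 4.05e-11 for interferon between the lines. With an estimated correlation no list was called: class I had 0.141 and 0.114 in shNR4A2 cells, 0.25 in shNR4A3 cells with LPS and 0.141 and 0.141 between the lines, class II 0.238 and 0.114 and interferon 0.189 and 0.114 in shNR4A3 cells. Without the members the paper names, fry no longer called class I in shNR4A3 cells with LPS (0.115). In shNR4A3 cells without LPS it no longer called class II (0.0656) or interferon (0.131). Calls of class I held in shNR4A2 cells (0.026 without and 0.0109 with LPS) and between the lines (0.0466 and 0.0101). In shNR4A3 cells with LPS those of class II (0.00218) and interferon (0.026) held.

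With each library left out in turn, which tests fewer samples, the genes at an adjusted p under 0.05 ran from 517 (without shNT control replicate 3) to 1128 in shNR4A2 cells, and with LPS from 342 (shNT LPS replicate 2) to 1477 (shNR4A2 LPS replicate 2). In shNR4A3 cells they ran from 649 (shNT control replicate 3) to 975, and with LPS from 383 (shNT LPS replicate 2) to 1693 (shNR4A3 LPS replicate 2). At 2-fold with LPS the ranges were 191 (shNT LPS replicate 2) to 491 in shNR4A2 cells and 186 (shNT LPS replicate 2) to 530 (shNR4A3 LPS replicate 2) in shNR4A3 cells. Between the lines they were 249 (shNR4A3 control replicate 1) to 470 and 94 (shNR4A3 LPS replicate 1) to 217, and for the interactions 0 to 8 (shNR4A2 LPS replicate 2) and 0 to 44 (shNR4A3 LPS replicate 2). With both knockdowns they were 197 (shNT control replicate 2) to 410 and, with LPS, 109 (shNT LPS replicate 2) to 487, and with and without LPS 276 to 648 in shNR4A2 and 294 to 654 in shNR4A3 cells (both lowest without shNT LPS replicate 2). The counts at 2-fold without LPS (242 to 366 and 198 to 283) stayed within 1.5 times.

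With a library left out, the log2 fold change of NR4A2 in shNR4A2 cells without LPS ran from -1.07 to -0.81 and the fold of NR4A3 from 50.8 to 59.4. Fry's adjusted p without LPS ran from 0.0122 to 0.0543 (class I, shNR4A2), 0.0432 to 0.152 (class II, shNR4A2), 0.0431 to 0.0879 (class II, shNR4A3), 0.0209 to 0.094 (interferon, shNR4A3) and 0.0176 to 0.0915 (class I between the lines). With LPS it ran from 0.00791 to 0.15 (class II, shNR4A2) and 0.0303 to 0.242 (interferon between the lines).

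Of 227 results of single named genes, 133 of them called, the numbers that lost and gained a call were 8 and 7 with DESeq2, 1 and 0 with RLE size factors, 0 and 11 without the filter, 0 and 25 with the replicate block and 4 and 5 with all 18 libraries in 1 fit, and no called value changed sign under these. At the lowest value of each result with 1 library left out, 20 lost and 5 gained a call. At the highest value these were 11 and 1. Depth limits genes of few counts, such as NR4A3 without LPS and CACNA2D1.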

Differences from the paper's values

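The alternatives were set before the data were examined, and the rank of single genes was looked up only after the result was seen.

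The adjusted p values of the NR4A genes in Figure 7 were compared as minus log10 where they were under 0.0001, a scale chosen after the values were seen and on which differences are smaller. For NR4A2 in shNR4A2 against shNT cells with LPS, the paper has about 11 in Fig. 7E, from the adjusted p printed there. The value here was 2.58 (an adjusted p of 0.00265 by edgeR's quasi-likelihood test). DESeq2 gave 11.2, within the limit set for a difference. RLE size factors gave 2.58, no filter on low counts 29.1, the replicate block 20.8, all 18 libraries in 1 fit 4.63 and the fits with 1 library left out 1.79 to 3.09, all outside it. For NR4A3 in shNR4A3 against shNT cells with LPS, the paper gives an adjusted p of 8.2E-10 in its text, and edgeR gave 0.000556. DESeq2 gave 4.45e-12, RLE size factors 0.00058, no filter 4.67e-11, the replicate block 2.98e-06 and all 18 libraries in 1 fit 0.00102. The fits with 1 library left out gave 0.000468 to 0.00521. All were outside the limit on the plain scale, the only scale used for this value from the text. Fig. 7F has another value for NR4A3 in this comparison, about 11 as minus log10, against 3.26 here. DESeq2 (11.4) and no filter (10.3) were within the limit and the other alternatives (2.28 to 5.53) outside it. For NR4A2 in unstimulated shNR4A2 cells, the paper gives about 0.018 in Fig. 7E, and edgeR gave an adjusted p of 0.0359. DESeq2 gave 0.0295, RLE size factors 0.0351, no filter 0.00682, the replicate block 0.00452, all 18 libraries in 1 fit 0.0285 and the fits with 1 library left out 0.0322 to 0.124, all outside the limit. With LPS in shNT cells, the paper prints adjusted p values in Fig. 7A to C. As minus log10 they are about 16 for NR4A1, about 150 for NR4A2 and about 160 for NR4A3, and edgeR gave 4.71, 10.1 and 11.9. DESeq2 gave 15.1, 148.1 and 156.7, within the limit, as was no filter for NR4A2 (204.2) but not for NR4A1 (29.4) or NR4A3 (257.3). RLE size factors, the replicate block, all 18 libraries in 1 fit and each fit with 1 library left out were outside it for all 3. On the plain scale DESeq2 was within the limit for NR4A2 in shNR4A2 cells with LPS alone. The direction of each change is the paper's.

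The paper ranks NCAM1 higher among the genes raised in unstimulated shNR4A2 cells than edgeR did, at rank 7, while DESeq2 placed it at rank 4, as the paper does. The paper describes TAL1 and FOXP3 as strongly expressed. TAL1 had group means between 0.11 and 0.25 TPM and FOXP3 between 0.054 and 0.61 TPM. The paper's Discussion names CACNA2D1 and MCF2 as the genes changed most by shNR4A3 with LPS too, while its Results put NUDT16P1 and FIGN first among the lowered genes, as here. There MCF2 was at rank 3 of the genes called lower, after NUDT16P1 and FIGN, by edgeR and by DESeq2, while CACNA2D1 was at rank 1 of those called higher by both. MCF2 in shNR4A2 cells with LPS was not called by edgeR (adjusted p = 0.0556). It was called by DESeq2 (0.0165), with all 18 libraries in 1 fit (0.0140), without a filter on low counts (0.000358), with the replicate block (3.67e-05), without shNT LPS replicate 1 (0.0338) and without shNR4A2 LPS replicate 2 (0.0465).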

Other observations

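Of the tests in this part, those of other splits of the libraries, of the common shNT libraries by the correlations (which were planned, but not as a test of a cause), of handling of replicate 2, of DNA copy number and of slopes against the loss of the target were chosen only after the result was seen.

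Genes shared by both knockdowns exceed what the common shNT libraries alone would give. With different shNT libraries behind the 2 knockdowns, the correlation of log2 fold changes was 0.360 at the lowest without LPS and 0.363 with LPS. With all libraries the lists shared 385 genes without LPS and 391 with LPS, against 74.1 and 71.3 expected for independent lists. With 1 shNT library behind one knockdown and the other 2 behind the other, the lowest ratio of shared to expected genes was 7.22 without LPS and 10.62 with LPS, the latter from 17 shared genes and a list of 38. In the comparison with 1 shNT library the spread comes from the knockdown libraries alone. Those lists are shorter, and their ratios are not comparable with that of all libraries. Different libraries thus left both the correlation and an excess of shared genes, which argues against the common libraries as the whole source of the overlap. A difference of the shNT line from both knockdown lines for a reason other than the targets may be a source too, since 343 of 385 shared genes without LPS and 368 of 391 with LPS were not called between the knockdown lines. That is not evidence of no difference, as the replicate block called 92 and 127 of these shared genes between the lines. The design has no other control line, and this cannot be told apart from a common effect of the 2 knockdowns.

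Over the 10 splits of 6 libraries, the real split gave the largest number of genes in all comparisons of 2 groups (1 of 10), where other splits gave at most 5 genes. For the class I list 1 split gave an adjusted p as small, except 3 in shNR4A3 cells without LPS. For the class II list it was 1 against shNT cells and 9 and 10 between the knockdown lines without and with LPS. For the interferon list it was 7 in shNR4A2 cells in both states, 1 in shNR4A3 cells in both states and 2 between the lines in both states. None of these counts of splits can exclude chance, since the share is never under 0.1. For the 2 interactions of line and LPS edgeR called 0 genes (DESeq2 2 and 10), so that all 100 of 100 regroupings gave as many by construction. The regroupings also mix the lines and turn their effects into interactions, so that they say nothing about chance. At an unadjusted p under 0.05 there were 365 genes for shNR4A2, fewer than chance alone gives, and 824 for shNR4A3, about as many as chance gives.

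The number of genes detected per library ranged over 7298 genes, and 83.1% of that range was left with every library thinned to the smallest, which argues against library size as the whole cause. The biological explanation, the groups, was not tested for this range.

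The response to LPS was lower in replicate 2 than in replicates 1 and 3 of each line. Each LPS library's difference from the mean of its line's control libraries was set against the LPS effect of the other 2 lines, over genes called in both of them. The slope was 0.731 for replicate 2 and 0.79 and 0.794 for replicates 1 and 3 of shNT cells, 0.796 against 0.936 and 0.928 of shNR4A2 cells, and 0.872 against 1.04 and 1.00 of shNR4A3 cells. It was lowest in replicate 2 in 3 of 3 lines with every library thinned to the smallest, which argues against library size. That replicate 2 was lowest in 3 of 3 lines is the pattern itself and tests no source. Handling shared by the libraries of replicate 2 may be the source, since LPS libraries of the same number deviated alike. Over 11441 genes not called for LPS, the mean correlation of their deviations was 0.203, and of 36 ways to match the replicates of the 3 lines 1, the real one, gave a value as high (0.105 at most in the others). The labels give no batch, and what the libraries share was not tested. No biological explanation was tested.

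HPRT1 (ENSG00000165704, chromosome X, 134460153 to 134520513) was lower in shNR4A2 than in shNT cells by a log2 fold change of -1.86 (standard error 0.120, adjusted p = 9.83e-06) without LPS and -2.08 (standard error 0.108, adjusted p = 1.72e-05) with LPS by edgeR, and was not called in shNR4A3 cells. Reads shared with its pseudogenes are uncertain. Genes within 1000000 bases of HPRT1 had a median log2 fold change of -0.14 without LPS (from -1.03 to 0.34). With LPS it was 0.032 (from -1.32 to 0.47). These medians argue against loss of a copy of the whole stretch, while a smaller loss was not tested. Loss of NR4A2 stays open, as does an effect of the hairpin. HPRT1 is printed in Figure 2D.

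DNA copy number that differs between the lines was tested over windows of 10000000 bases whose median log2 fold change lay beyond that of shuffled gene positions. Such windows held 0% of the genes called in shNR4A2 cells without LPS and 0% with LPS, and 0.09% and 0% in shNR4A3 cells. These shares argue against copy changes of whole windows as a source of the calls. Smaller changes, and windows of fewer than 10 genes, were not tested.

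Effects of each knockdown had similar size with and without LPS, while the loss of target transcript differed. The slope of log2 fold changes with LPS on those without was 0.911 for shNR4A2 among genes called without LPS, and 0.846 for control on LPS among genes called with LPS. For shNR4A3 the slopes were 0.864 and 0.803. Selection of called genes pulls each slope down. These values argue against effects that follow the TPM of target transcript lost within 2 h of LPS, which was larger with LPS in both lines. The percent lost was larger with LPS for NR4A2 (66.2% against 47.1%) and smaller for NR4A3 (45.5% against 83.1%). A slope under 1 in shNR4A3 cells is in the direction of that smaller percent, so that effects that follow the percent lost stay open. Effects set before LPS by lasting loss of the targets may be a source, and this was not tested.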
